# *ARID1A* deficiency weakens BRG1-RAD21 interaction that jeopardizes chromatin compactness and drives liver cancer cell metastasis

**DOI:** 10.1038/s41419-021-04291-6

**Published:** 2021-10-23

**Authors:** Xue-Ying Shang, Yi Shi, Dan-Dan He, Lan Wang, Qing Luo, Chuan-Huai Deng, Yu-Lan Qu, Na Wang, Ze-Guang Han

**Keywords:** Metastasis, Chromatin remodelling

## Abstract

*ARID1A*, encoding a subunit of SWI/SNF chromatin remodeling complex, is widely recognized as a tumor suppressor gene in multiple tumor types including liver cancer. Previous studies have demonstrated that *ARID1A* deficiency can cause liver cancer metastasis, possibly due to the altered chromatin organization, however the underlying mechanisms remain poorly understood. To address the effect of *Arid1a* deficiency on chromatin organization, we generated chromatin interaction matrices, and exploited the conformation changes upon *Arid1a* depletion in hepatocytes. Our results demonstrated that *Arid1a* deficiency induced A/B compartment switching, topologically associated domain (TAD) remodeling, and decrease of chromatin loops. Further mechanism studies revealed that ATPase BRG1 of SWI/SNF complex could physically interact with RAD21, a structural subunit of chromatin architectural element cohesin; whereas *ARID1A* deficiency significantly diminished the coupled BRG1-RAD21. Interestingly, the tumor-associated genes within the switched compartments were differentially expressed depending upon *Arid1a* depletion or not. As a consequence of *ARID1A* deficiency-induced conformational alteration, the dysregulation of some genes such as *PMP22* and *GSC*, promoted the invasion capacity of liver cancer cells. This study provides an insight into liver cancer tumorigenesis and progression related to *ARID1A* mutations.

## Introduction

SWI/SNF complex is an evolutionarily conserved multi-subunit machine that remodels nucleosome structure to modulate transcription by sliding and catalyzing the inclusion and ejection of histone octamers in an ATP-dependent manner [1]. Some genes encoding the subunits of the SWI/SNF complex were found to be frequently mutated in approximately 20% of human cancers, indicating that the abnormal complex plays a significant role in cancer initiation and progression [2]. Among these genes, *ARID1A* has the highest mutation frequency in many tumors, and is widely recognized as a tumor suppressor owing to the extensive loss-of-function mutations [3, 4]. Our previous work demonstrated that *ARID1A* was mutated in 13% of hepatitis B virus (HBV) infection-associated hepatocellular carcinoma (HCC) specimens, and *ARID1A* mutations were considered as a crucial event in liver cancer metastasis [5]. Nevertheless, the underlying mechanisms that *ARID1A* deficiency-mediated metastasis remain poorly understood.

The eukaryotic chromatin is orderly involved in DNA replication and transcription during development, which determines diverse cell-type differentiation owing to the hierarchically efficient chromatin organization within three-dimensional (3D) nuclear space [6]. Chromatins occupy a discrete territory in the nucleus, and have been revealed to preserve three folding paradigms: compartments, topologically associated domains (TADs) and chromatin loops [7]. Genomic regions are spatially segregated into active and repressive chromatin domains termed compartments A and B, respectively [8]. Compartmentalization is a dynamic process switching in differentiation of human embryonic stem cells [9] and tumorigenesis [10]. At the sub-megabase scale, TADs are aggregated by higher density interactions, and insulated from neighboring regions by boundaries that are enriched with cohesin complex and CCCTC-binding factor (CTCF) in a convergent manner [11, 12]. Chromatin loops, the contact pairs with closer spatial proximity, are the basic structural and functional units in higher-order genome organization, which are formed by CTCF anchoring and cohesin-driven extrusion [13]. The cohesin complex comprises four conserved subunits, of which the highly extended protein α-kleisin RAD21 tethers V-shaped SMC1/3 heterodimer and recruits STAG to the complex [14]. Whether and how SWI/SNF complex could function as an architectural cooperator to synergistically stabilize chromatin organization with CTCF or cohesin complex should be explored, especially in tumorigenesis.

Accumulating evidences have illustrated that higher-order genome disorganizations are associated with the process of normal cells progressively evolving to a neoplastic state; examples can be found in prostate cancer [15], gastrointestinal stromal tumors (GISTs) [16], gliomas [17], and hematologic malignancies such as T cell acute lymphoblastic leukemia (T-ALL) [18]. Thus, an in-depth investigation on chromatin organization is vitally important for disclosing the underlying mechanism of tumorigenesis and progression in *ARID1A*-mutated liver cancer.

Intriguingly, the distinct roles of the core subunit ATPase BRG1 and ARID1A in genome organization have been reported in two types of cancer cells. BRG1 is crucial for telomere organization and TAD boundary maintaining in proliferating mammary epithelial cells [19], while ARID1A contributes to B-compartment formation and weakening of TAD border strength in ovarian clear cell carcinoma (OCCC) cells [20]. It is doubtless that SWI/SNF complex is involved in the organization of chromatin conformation, however, the functions of different subunits of the complex could be completely distinct because of different cell types. To explore the precise role of *ARID1A* mutations in higher-order genome reorganization of hepatocytes, in this work, we attempt to reveal the conformational changes induced by *ARID1A*-deficiency, and then define the liver cancer metastasis-related genes that arose from the conformational remodeling. This study would provide a novel insight to the *ARID1A* deficiency-driven liver cancer metastasis due to the chromatin organization change.

## Materials and methods

### Cell culture

AB17 cells were immortalized primary hepatocytes isolated from *Arid1a*^*fl/fl*^ mouse liver, successively infected by the simian virus 40 large T antigen (SV40LT) and pLPC-H-Ras V12D viruses and screened by puromycin. Q506 cells were also immortalized *Arid1a*^*fl/fl*^ primary hepatocytes while only infected by SV40LT virus for eliminating the experimental impacts pLPC-H-Ras V12D virus brought. Mouse embryo fibroblast (MEF) cells were isolated from E13.5 mouse embryos with *Arid1a*^*fl/fl*^ genotype. To obtain the *Arid1a* wildtype (WT) and knockout (KO) cells, AB17, Q506, and MEFs were infected by Ad-GFP and Ad-Cre virus respectively. Mouse cells and human cell lines HEK293T, MHCC-97H, SK-HEP-1, and HepG2 were cultured in Dulbecco’s Modified Eagle Medium (DMEM), and human endometrial cancer cell lines Ishikawa (ISK) and HEC-1-A were maintained in DMEM/F12, all were supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin at 37 °C and 5% CO_2_. All cell lines have been tested with no mycoplasma contamination.

### Plasmids and transfection

The plasmids encoding T7-ARID1A (CMV-T7-hOsa1, #17986) and BRG1-FLAG (pCMV5 BRGI-Flag, #19143) were purchased from Addgene, of which CMV-T7-hOsa1 was reconstructed on account of 5’ end missing. The full length of *CTCF* and *RAD21* coding sequences were cloned into eukaryotic expression vector pcDNA3.1(+)-HA. For RNA interference experiments, shRNAs were inserted to the pLKO.1-puro plasmid. *ARID1A*-null HCC cell line was established using CRISPR/Cas9 that sgRNA was inserted to lentiCRISPRv2 plasmid and co-transfected HEK293T cells with the packaging vectors pVSVg and psPAX2. Transfection assays were performed using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. Viral supernatants were collected 48 hr post-transfection and filtered through a 0.45 μm filter. The information of shRNA and sgRNA sequences were listed in Table S1.1.

### Mouse experiments

Hepatocyte-specific *Arid1a* knockout (*Arid1a*^*LKO*^) C57BL/6 mice were generated by mating *Arid1a*^*fl/fl*^ mice (kindly provided by Zhong Wang at the Cardiovascular Research Center, Massachusetts General Hospital, Harvard Medical School) with Albumin-Cre (*Alb-Cre*) mice (from the Jackson Laboratory). The littermate *Arid1a*^*fl/fl*^ mice were served as controls. The *Arid1a*^*fl*^ allele enables to delete the eighth exon of *Arid1a* in the presence of Cre recombinase, leading to a frameshift mutation and nonsense-mediated mRNA decay [21]. Five- to 7-week-old *Ubc-CreER*^*T2*^; *Arid1a*^*fl/fl*^ C57BL/6 mice and littermate control *Arid1a*^*fl/fl*^ mice were administered 1 mg of tamoxifen (T5648, Sigma) dissolved in sunflower oil via intraperitoneal injection for five consecutive days. All animals were randomly grouped. Mice genotype identification was as previously described [21].

### Western blotting and co-immunoprecipitation assay

Cells and mice tissues were lysed in ice-cold protein extraction buffer [50 mM tris (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 50 mM NaF, 10 mM sodium pyrophosphate, 10 mM sodium β-glycerophosphate] with protease inhibitor cocktails (Roche) and quantified using the BCA Protein Assay Kit (ThermoFisher). The lysates were immunoblotted against primary antibodies as follows: ARID1A (Cell Signaling Technology, 12354S), BRG1 (Santa Cruz Biotechnology, sc-17796), BAF170 (Bethyl Laboratories, A301-039A), BAF53A (Bethyl Laboratories, A301-391A), SNF5 (Santa Cruz Biotechnology, sc-13055), CTCF (Cell Signaling Technology, 3418S), RAD21 (Abcam, ab992), SMC3 (Abcam, ab9263), HA tag (Abcam, ab18181), Flag tag (Abcam, ab49763), T7 tag (Abcam, ab9138), PMP22 (Santa Cruz Biotechnology, sc-515199), GSC (R&D Systems, AF4086) and β-actin (Sigma, A5441). The blots were visualized with peroxidase-coupled secondary antibodies. Co-immunoprecipitation (Co-IP) assay was conducted with the same antibodies. Briefly, nuclear extracts were diluted with lysis buffer to a final concentration of 1 mg/ml and incubated with 2 µg of antibody on a rotator overnight. Protein G beads (Millipore) were added and incubated for 3 h. Then the beads were washed with 1 ml hypersaline lysis buffer (300 mM NaCl) for 5 times. Finally, beads were resuspended in SDS loading buffer and analyzed by immunoblotting.

### In vitro binding assays

BRG1 was synthesized in vitro using T_N_T Quick Coupled Transcription/Translation Systems (Promega) as specified by the manufacturer. Briefly, 1 μg of BRG1-Flag expressing vector with T7 promoter was incubated with 40 μl of T_N_T master mix and 1 μl of 1 mM methionine at 30 °C for 90 min. The Glutathione S-transferase (GST) and GST-RAD21 was expressed in Transetta (DE3) Chemically Competent Cells induced overnight at 20°C. For in vitro interaction studies, the purified GST and GST-RAD21 proteins were incubated with BRG1-Flag in binding buffer at 4 °C for 2 h with protease inhibitor cocktails (Roche). Then the equilibrated glutathione-Sepharose beads were added to the mixture for 2 h. The beads were washed five times with binding buffer, resuspended in 50 μl of SDS-PAGE loading buffer, and detected by immunoblotting.

### Immunofluorescence assay

Cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 in PBS. Primary antibodies were applied at the following dilutions: BRG1 (Santa Cruz Biotechnology, sc-17796) and RAD21 (Abcam, ab992). Images were acquired with a Nikon A1Si confocal microscope.

### Glycerol and sucrose gradient sedimentation assay

Nuclear fractions for sedimentation assays were lysed and homogenized in lysis buffer [10 mM HEPES, 2 mM MgCl2, 10 mM KCl, 0.5% NP40, 0.5 mM EDTA, 150 mM NaCl, 1 mM DTT, 1 mM PMSF and protease inhibitor (Roche)] for 10 min on ice with intermittent vortexing. The supernatants were slowly and evenly overlaid onto a 5.5 ml 5 to 35% glycerol gradient or 5 to 50% sucrose gradient prepared in a 5.9 ml quick-seal polyallomer centrifuge tube (Beckman Coulter, 355537) followed by centrifugation in an SW-41Ti swing-bucket rotor for 16 h at 35,000 rpm. Fractions were collected for immunoblotting analysis.

### Immunohistochemistry (IHC)

The liver tissues were deparaffinized, rehydrated, and incubated with 4.5% H_2_O_2_ to block endogenous peroxidase activity, successively. Antigen retrieval was performed with 10 mM sodium citrate buffer (pH 6.0). For GSC staining, the samples were blocked with 5% horse serum at room temperature for 1 h, and incubated with GSC (Sangon Biotech, D264135) antibody at 4 °C overnight and then incubated with the secondary antibody. PMP22 (Santa Cruz Biotechnology, sc-515199) staining was performed using the M.O.M Immunodetection Kit (Vector Laboratories) according to the instruction of the manufacturer. IHC staining results were scored by assessment of both the intensity of staining (negative score = 0, weak score = 1, moderate score = 2, strong score = 3) and the percentage of target positive cells. The IHC score was calculated by multiplying the percentage of target positive cells by the intensity score (*n* = 5 per group). IHC analyses were performed by two independent observers who were blinded to the clinical outcome.

### In vitro invasion assay

Invasion assays were performed using transwell filter chambers (8 μm pores, Corning Life Sciences) according to the manufacturer’s instructions. 2 × 10^4^ cells were suspended in 100 μl serum-free medium and added on the upper chamber coated with matrigel. The 600 μl medium supplemented with 10% FBS was added to the lower chamber as a chemoattractant. The invasive cells were fixed in 0.4% PFA post 24 h, stained with 0.1% crystal violet, and counted by an inverted microscope. The mean values of triplicate independent assays were applied.

### In situ DNase Hi-C

Hi-C libraries of AB17 cells infected by Ad-GFP and Ad-Cre were constructed with two biological replicates by in situ DNase Hi-C employed as the published protocol [22]. Ten million cells were fixed in 1% formaldehyde to reversibly cross-link protein-DNA interactions. Then the fixed cells were lysed in a relatively mild condition with 0.3–0.5% SDS to liberate nuclei and digested by DNase I in the presence of divalent manganese. The digested chromatin was end-repaired and dATP-tailed, facilitating the ligation of ‘bridge’ adaptor containing a single biotinylated thymidine, a half BamHI restriction site, and a four-base overhang. After clearing out excess adaptors, the free ends of the chromatin were phosphorylated by T4 PNK and proximity-ligated in situ with T4 DNA ligase. During all of these steps, nuclei are immobilized against carboxylated paramagnetic beads. Then nuclei proceeded cross-linking reversal, isopropanol precipitation, and DNA purification. The DNA fragments were optionally sheared to a size of 100–500 bp by Covaris sonicator and purified by streptavidin beads, following end-repaired, dA-tailed, and ligated to standard Illumina sequencing adaptors. Finally, ligation products were PCR amplified to generate libraries and digested by BamHI to assess the efficiency of proximity ligation. The libraries were sequenced via the Illumina HiSeq X Ten system. Oligonucleotides for the Hi-C library were listed in Table S1.2.

### RNA-seq and qRT-PCR

RNAs were isolated with TRIzol reagent (Life Technologies) and performed on three independent biological replicates. Extracted RNAs were digested with DNase I and purified using the RNeasy Mini Elute Cleanup Kit (Qiagen). The mRNAs were separated by the NEBNext Poly(A) mRNA Magnetic Isolation Module based on the coupling of Oligo d(T)_25_ to paramagnetic beads which were then served as the solid support for the direct binding of poly(A) + RNA. Sequencing libraries were generated using NEBNext^®^ Ultra™ Directional RNA Library Prep Kit^®^ for Illumina according to the manufacturer’s instructions, and paired-end sequenced by Illumina HiSeq-2500.

For quantitative reverse transcription-polymerase chain reaction (qRT-PCR), cDNA was synthesized with 1 mg of total RNA using PrimeScript^®^ RT reagent Kit with gDNA Eraser (TaKaRa). Gene expression levels were detected with TB Green^®^ Fast qPCR Mix (TaKaRa) and calculated by 2^−ΔΔCt^ method. All genes expression were normalized to GAPDH mRNA level as the internal control. Primer sequences for qRT-PCR were listed in Table S1.3.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was performed according to the protocol developed by Upstate Biotechnology. Protein G beads were pre-blocked and conjugated with 2 μg antibodies at 4 °C overnight. The next day, the cells were cross-linked by 1% formaldehyde, lysed, and sonicated with Bioruptor^TM^ UCD-200 in sequence, of which 1.25% cell lysate from each sample were saved as WCE DNA and stored at −20 °C. The lysate was incubated with the antibody-bound beads on the rotator at 4 °C overnight. The beads next were adequately washed for seven times with RIPA buffer avoiding the false-positive fragments residual. Finally, both beads and frozen WCE input DNA were reversely cross-linked and purified using PCR Purification Kit (Qiagen) after RNase A and Proteinase K treatment. The antibodies for ChIP assays were ARID1A (Cell Signaling Technology, 12354S), BRG1 (Santa Cruz Biotechnology, sc-17796), CTCF (Cell Signaling Technology, 3418S), RAD21 (Abcam, ab992), H3K4me1 (Abcam, ab8895), H3K27ac (Abcam, ab4729), H3K9me3 (Abcam, ab8898) and H3K27me3 (Abcam, ab108245). The ChIP libraries for Illumina sequencing were constructed using NEBNext ChIP-Seq Library Prep Master Mix and sequenced on Illumina HiSeq-2500 instrument. The primers information for ChIP-QPCR assays were listed in Table S1.4.

### Chromosome conformation capture

Chromosome conformation capture (3C) was performed as in situ Hi-C protocol with a few modifications [23]. Briefly, cells were lysed in an ice-cold lysis buffer for 15 min. The intact nuclei were resuspended and permeabilized in restriction enzyme buffer containing 0.3% SDS. Then the chromatin was digested by 100U of EcoRI at 37 °C with rotation overnight. The free ends of chromatin were proximity-ligated with T4 DNA ligase at room temperature for 4 h. Following the pellets were resuspended and reverse cross-linked at 65 °C overnight. After RNase A and proteinase K treatment, ligation fragments were purified by phenol/chloroform. Primers for 3C PCR were 30–32 bp in length and positioned within 100 bp of restriction enzyme sites (Table S1.4). 3C analyses were performed in two independent 3C libraries from each cell line. GAPDH promoter was used as a negative control.

### Bioinformatics analysis

#### Hi-C contact matrices generation

We adopted the process introduced in situ DNase Hi-C protocol [22] and our own work [24] to compute Hi-C contact matrices based on paired sequencing reads, in which the paired reads were first mapped to *Mus musculus* reference genome (mm10) reference genome individually using BWA mem option. Then we join the reads which both have mapping on the reference genome. After removing PCR redundancy and self-ligations, the primary matrices were generated. The KRNorm algorithm was further applied to obtain normalized matrices. The Juicebox [25] and the 3D Genome Browser [26] were used for visualizing 3D genome organization.

#### A/B compartment determination

To determine the compartment type of each chromosome loci, by borrowing a similar protocol we developed before [24], we used individual chromosome Hi-C contact maps. We first diagonal normalized each contact map by dividing the contact frequencies by their corresponding off-diagonal mean. Then we computed the correlation coefficient (Pearson) matrices for each chromosome, and the compartment type was jointly determined by the sign of the eigenvector corresponding to the first eigenvalue of the principal component analysis (PCA) and the signal of the epigenetic histone markers H3K4me1 and H3K27ac for active, and H3K9me3 and H3K27me3 for inactive.

#### TAD Identification

We adopted our previously developed method TopDom to identify TADs for each chromosome [24]. In detail, a sliding window with default parameter were employed to calculate binSignal for each bin, the local minima were identified as TAD boundaries after an extra smoothing process for the binSignal.

#### Chromatin loop identification

We used HiCCUPS from Juicer to identify chromatin loops [25]. The default parameters were chosen and the algorithm was performed on Hi-C matrices at 25-kb resolution.

#### Chromatin 3D simulation

We employed molecular dynamics (MD) and developed a 3D conformation modeling approach based on Hi-C data as constraints. The chromatin bins were coarse-grained as beads and the intact genome was represented by bead-on-the-string structures consisting of 21 polymer chains. The beads’ spatial positioning is affected by both chromatin connectivity that constrains linearly neighboring beads in close 3D proximity and chromatin activity that ensures active regions tend to be located closer to the nucleus center. The chromatin activity was determined according to compartment degree that can be directly calculated from Hi-C matrices as described above [27]. Based on the compartment degree index, beads were assigned distance values with respect to the nuclear center; the conformation of chromatin was then optimized from random structures with a molecular dynamics approach by applying bias potential to satisfy these distance constraints. For each cell linage, feasible conformation structures were further optimized from random ones to reduce possible variation for further analysis.

#### RNA-seq data analysis

Raw sequencing reads were trimmed by Trimmomatic (v0.36) to remove adapters and low-quality sequences [28]. The filtered reads were mapped to the mm10 genome by TopHat2, following assembled, counted, and normalized with the Cufflinks [29]. Differentially expressed genes (DEGs) were analyzed by using Cuffdiff in the Cufflinks suite using *p-value* <0.05 and fold change >2 as cutoff. Enrichment analysis on DEGs were conducted via Metascape [30] and Reactome [31].

#### ChIP-seq data analysis

Reads were aligned to the mm10 reference genome using bowtie2 [32]. Raw data were filtered as following: (1) low-quality reads removed by SAMtools [33]; (2) PCR duplicates removed using Picard tool (http://broadinstitute.github.io/picard). The MACS2 with default parameters was deployed for peak calling, with corresponding inputs as background separately [34]. The chromatin immunoprecipitation combined with high-throughput sequencing (ChIP-seq) datasets acquired from the ENCODE database have been listed in Table S2 [35].

### Statistical analysis

The univariate Kaplan-Meier method was used to estimate the cumulative probability of relapse-free survival and overall survival of HCC patients [36]. Unless stated otherwise, data were presented as mean ± SEM and were tested for normality using SPSS Statistics v23. A two-tailed Student’s *t*-test was applied to evaluate statistical variance between groups. *p* value <0.05 was considered statistically significant.

## Results

### *Arid1a* deficiency alters chromatin conformation

To address the effect of Arid1a on chromatin conformation in hepatocytes, we first established *Arid1a* KO and WT AB17 hepatocytes (Fig. 1A). Then in situ DNase Hi-C assay was employed to generate chromatin interaction heatmaps by combining two pairs biological replicates (Figure S1A). Based on whole-genome and intra-chromosomal Hi-C data, we performed computational chromatin 3D simulation, indicating that the chromatin interaction was loosened upon *Arid1a* deficiency (Fig. 1B). Besides, the “checkerboard” pattern of contact matrices was visibly weakened in the *Arid1a* KO cells (Fig. 1C, D).

**Fig. 1:**
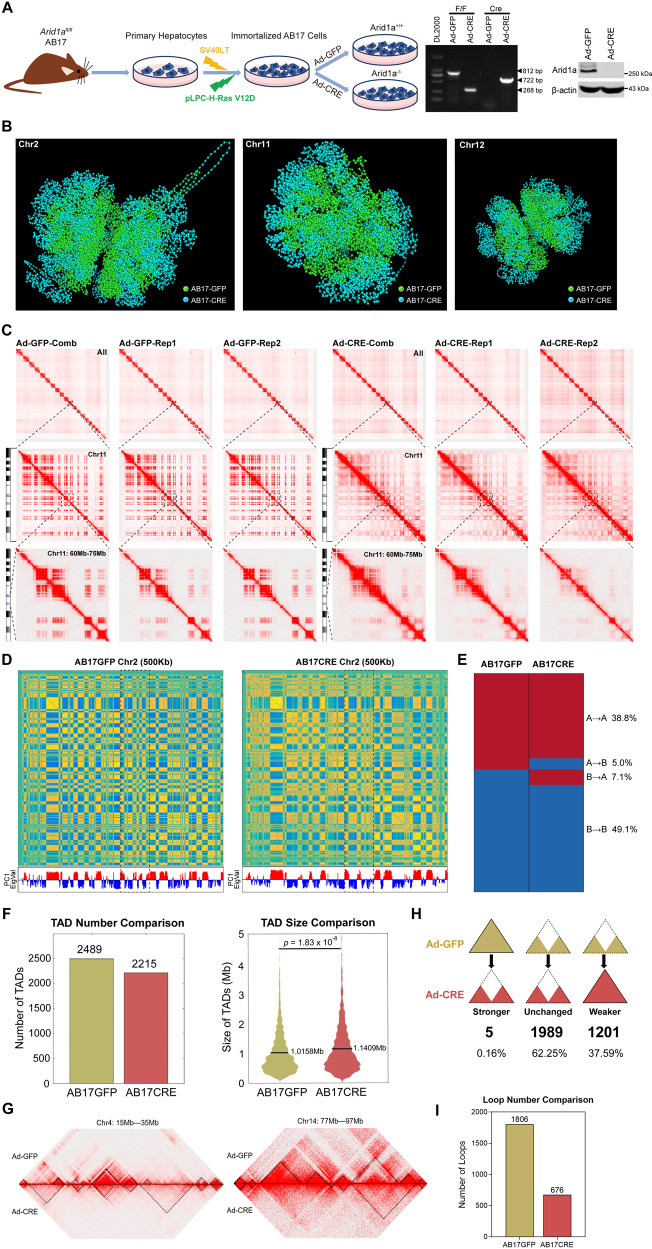
*Arid1a* deficiency alters chromatin conformation. **A** Schematic flowchart of the immortalized primary hepatocytes termed AB17, isolated from the mouse with *Arid1a*^*fl/fl*^ genotype and infected by SV40LT and pLPC-H-Ras V12D viruses successively (Left). PCR and Western blotting to identify the knockout effect of AB17 cells post Ad-GFP or Ad-CRE infection (Right). **B** The comparison on chromatin 3D simulation of Chromosome 2 (Chr2), Chr11, and Chr12 between *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 cells. **C** All chromatins at 1-Mb resolution (Top), a zoom-in of Chr11 at 250-kb resolution (Middle) and Chr11: 60-75 Mb at 25-kb resolution (Bottom) of the replicates and combined contact metrics in *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 cells. **D** Hi-C contact maps of Chr2 in *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 cells at 500-kb resolution (Top). Compartment A (red) and B (blue) are shown by PC1 eigenvectors (Bottom). Dashed boxes indicate the representative compartment switch in Chr2. **E** Percentages of compartment switching between *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 cells. **F** The comparison on TAD number (Left) and average size in Mb (Right) between *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) cells at 50-kb resolution. **G** Examples of TAD (encircled by dotted triangles) alteration in number and size. Shown in Hi-C contact maps, the larger domains were often observed in *Arid1a* KO (Ad-Cre) cells (Left, 15-35 Mb in Chr4); TADs were merged or vanished causing the visible reduction in number accompanied by the significantly larger sizes in *Arid1a* KO (Ad-Cre) cells (Right, 77-97 Mb in Chr14). **H** The statistics of changes in border strength induced by *Arid1a* deficiency from three categories: stronger, unchanged, and weaker. **I** The comparison on chromatin loop number between *Arid1a* WT and KO cells at 25-kb resolution.

We further analyzed the conformational changes from three folding scales: compartments, TADs, and chromatin loops. Correlation and PCA computing on 500-kb binned Hi-C heatmaps were adopted to partition the whole genome into two eigenvalue groups: active histone marks H3K27ac and H3K4me1 enriched in compartment A as well as repressive markers H3K27me3 and H3K9me3 aggregated in compartment B (Figure S1B). Through comparison of the compartments identified in *Arid1a* WT and KO AB17 cells (Fig. 1D and S1C), the results showed that approximately 12.1% compartments flipped upon *Arid1a* depletion (Fig. 1E; Tables S3.1 and S3.2).

Next, we investigated the conformational changes at sub-megabase scale using our homemade TAD calling algorithm TopDom [24]. Through comparing TADs in the control and *Arid1a* KO cells (Tables S3.3 and S3.4), interestingly, we found that the number of TADs was reduced but their sizes were significantly larger in the AB17 hepatocytes without *Arid1a* (Fig. 1F, G), implying that TAD disruption and convergence may be relevant to changes on the insulation of boundaries induced by *Arid1a* deficiency. Through the calculation on the signals from inter-TAD genomic bins, the majority of affected boundaries were observed significantly weakened as *Arid1a* loss (Fig. 1H), supporting that *Arid1a* depletion mediates the boundary strength changes and TAD remodeling. To examine whether a compartment switch was impacted by boundary strength in a likewise manner, we analyzed the changes of bin signal tendency in insulation boundaries during compartment switch. The result showed that stable compartments exhibited noticeable changes while virtually slight undulations were detected in switched compartments (Figure S1D). Additionally, in both boundary-weakened and -stronger TADs, the stable compartments account for the majority (Figure S1E), indicating that the *Arid1a* deficiency-induced boundary strength weakening cannot lead to compartment switch at megabase scale.

We finally explored the conformational changes on chromatin loops at 25-kb resolution (Tables S3.5 and S3.6). The number of loop domains was significantly decreased upon *Arid1a* depletion (Fig. 1I), suggesting the essential role of Arid1a in chromatin loop maintenance.

Taken together, these findings indicate that *Arid1a* deficiency alters chromatin conformation reflected in compartment switching, TAD remodeling, and chromatin loop weakening.

### SWI/SNF complex associates with chromatin architecture via BRG1-RAD21 axis

As known, TADs and loops are established and maintained by the architectural elements, CTCF, and cohesin complex [37]. To determine the underlying molecular basis by which ARID1A affects the chromatin organization, we performed co-IP assays in *ARID1A* WT and KO AB17 (Fig. 2A), MEFs (Fig. 2B), and MHCC-97H cells (Fig. 2C), respectively. The results demonstrated that, besides ARID1A, both CTCF and RAD21 as baits also pulled down some core SWI/SNF complex subunits. Interestingly, in the absence of *ARID1A*, the associations between SWI/SNF complex subunits and CTCF/RAD21 were significantly weakened (Fig. 2A-C), implying that the role of SWI/SNF complex in maintaining chromatin organization could be impaired once *ARID1A* was deficient.

**Fig. 2:**
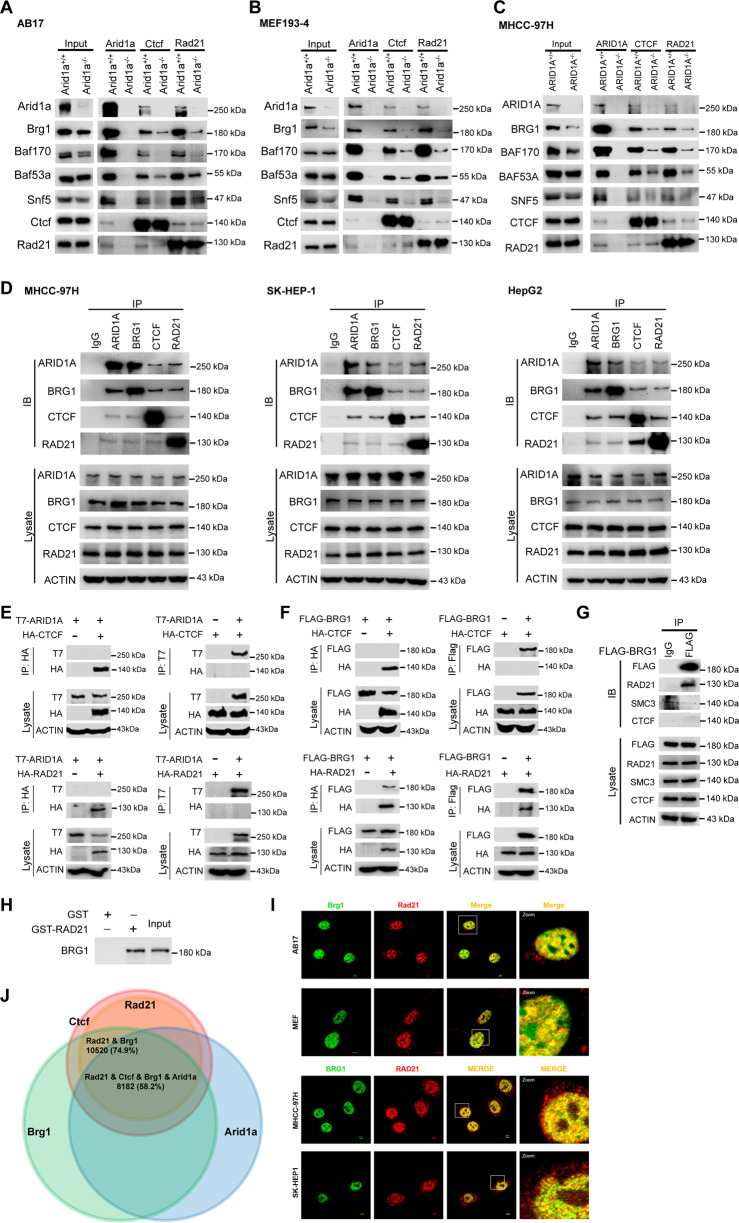
SWI/SNF complex associates with chromatin architecture via BRG1-RAD21 axis. **A-C**. Endogenous co-IP assay with anti-ARID1A, CTCF, and RAD21 antibodies was performed in *ARID1A* WT and KO AB17 **A**, MEF cells (193-4), **B** and human HCC MHCC-97H cells **C**, and then blotting assay detected with the indicated antibodies. **D** Validation for the interaction between ARID1A/BRG1 and architectural elements CTCF/RAD21 in human liver cancer cell lines MHCC-97H, SK-HEP-1 and HepG2. **E** HEK293T cells transfected with the indicated constructs were subjected to co-IP assay with anti-T7 and -HA antibodies to verify the interaction between ARID1A and CTCF (Top) or RAD21 (Bottom). **F** The same as **E** but for detecting the interaction between BRG1 and CTCF (Top) or RAD21 (Bottom) with anti-Flag and -HA antibodies. **G** Validation for the interaction between BRG1 and RAD21 by co-IP assay in Flag-tagged BRG1-transfected HEK293T cells. **H** Glutathione S-transferase (GST) pull-down experiments using GST-RAD21 protein and in vitro translated BRG1 protein. BRG1 protein binding to GST or GST-RAD21 was detected by the anti-BRG1 antibody. **I** Immunofluorescent staining showing the colocalization of both BRG1 (green) and RAD21 (red) in mouse AB17, MEF cells (193-4), as well as human liver cancer MHCC-97H and SK-HEP-1 cells (Scale bar, 5 µm). **J** The ChIP-seq peaks of Ctcf, Rad21, Arid1a, and Brg1 were extensively overlapped in the genome distribution.

In light of BRG1 as the core ATPase of SWI/SNF complex and the most obviously inhibited subunit upon *ARID1A* depletion (input lanes of Fig. 2A-C), next we focused to reveal the relationship among ARID1A, BRG1, and the architectural elements CTCF and RAD21. The association between ARID1A/BRG1 and CTCF/RAD21 was affirmed in human liver cancer cell lines in vivo (Fig. 2D). To examine whether ARID1A or BRG1 can directly interact with CTCF or RAD21, we carried out exogenous IP assays with different tags. Except for the binding of BRG1 to RAD21, no direct interaction existed among other proteins (Fig. 2E, F). Additionally, BRG1 specifically interacted with RAD21 but not SMC3, the skeleton protein of cohesin (Fig. 2G). The transcribed/translated BRG1 could be pulled down by the GST-RAD21 protein but not the GST alone, further confirming that BRG1 could directly bind to RAD21 in vitro (Fig. 2H).

Furthermore, BRG1 partially co-localized with RAD21 in the nucleus (Fig. 2I). And the genome distribution of Brg1, Ctcf, and Rad21 were extensively overlapped (Fig. 2J), implying that SWI/SNF complex might be a cooperator for architectural elements in chromatin organization. To sum up, these findings reveal that SWI/SNF complex associates with CTCF and cohesin via the direct physical interaction between BRG1 and RAD21.

### *ARID1A* deficiency weakens BRG1-RAD21 axis via BRG1 suppression

We carried out glycerol and sucrose gradient sedimentation assays to examine whether *ARID1A* deficiency attenuated the connection between BRG1 and RAD21. The results showed that the amount of Brg1 was obviously decreased, while Brg1 and Rad21 still maintained in the same density stratification in *Arid1a*^–/–^ AB17 cells (Fig. 3A, B). Similarly, the co-segregation of BRG1 and RAD21 was not affected by *ARID1A* deficiency in MHCC-97H cells (Fig. 3C, D). These data indicated that the deficiency of *ARID1A* cannot disrupt the co-segregation of BRG1 and RAD21. Moreover, we also excluded the mutual regulatory effects between ARID1A and CTCF/RAD21 (Fig. 3E, F).

**Fig. 3:**
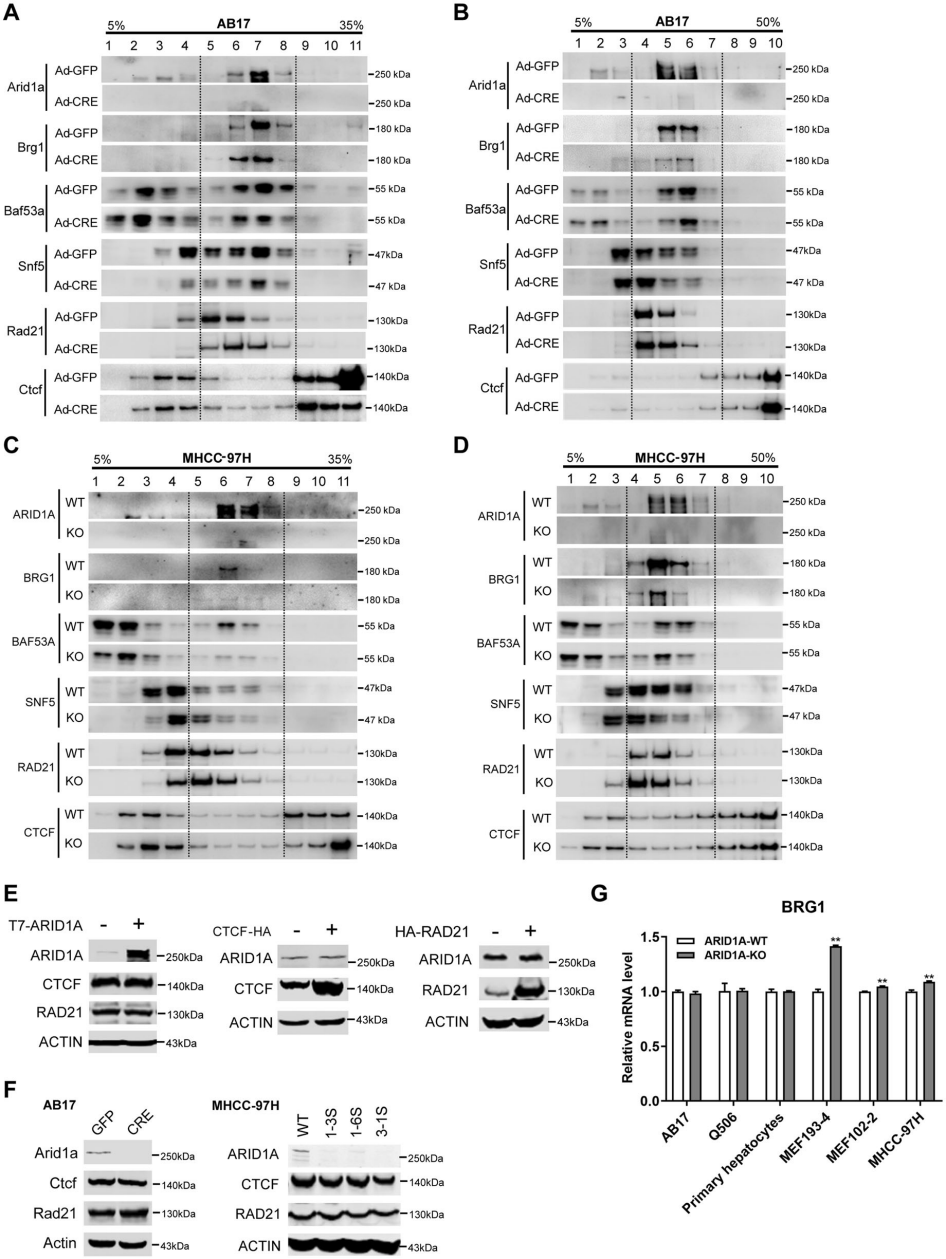
*ARID1A* deficiency weakens BRG1-RAD21 axis via BRG1 suppression. **A** Glycerol sedimentation assay with 5 to 35% gradients for detecting the co-segregation of Brg1 and Rad21 in nuclear fractions in *Arid1a* WT and KO AB17 cells. The dotted lines enclose the co-density stratifications of Brg1 and Rad21. **B** Sucrose sedimentation (5 to 50%) assay in *Arid1a* WT and KO AB17 cells. The co-fractionation of Brg1 and Rad21 circled with dotted lines. **C**, **D** The same as **A** and **B** respectively but in HCC cell line MHCC-97H. **E** HEK293T cells transfected with the T7-ARID1A construct exhibited no significant impact on CTCF and RAD21 (Left). Similarly, no impact on ARID1A in CTCF (Medium) and RAD21 over-expressed cells (Right). **F** Neither CTCF nor RAD21 was effected by *ARID1A* deficiency in AB17 (Left) and MHCC-97H cells (Right). **G** Brg1 mRNA expression levels in *Arid1a* WT and KO AB17 cells, Q506 cells, primary hepatocytes, MEFs (193-4 and 102-2 cells), and HCC cell line MHCC-97H with three biological replicates. Error bars were painted by SEM. *p* value was calculated by a two-tailed Student’s *t*-test. mRNA expression of *Gapdh* was employed as an internal control.

As input lanes are shown in Fig. 2A-C and Fig. 3A-D, the expression of BRG1 was mightily suppressed in *ARID1A*^−/−^ cells, which could be responsible for the weakened interaction between BRG1 and RAD21. Then, we examined the mRNA expression changes of Brg1. Except for the Brg1 mRNA showing no significant difference between *Arid1a* WT and KO AB17 cells, we also did not observe the downregulation of Brg1 in *Arid1a-*depleted Q506, primary hepatocytes, MEFs, and HCC cell line MHCC-97H (Fig. 3G). Therefore, it can be conjectured that the suppressed BRG1 in ARID1A KO cells could not be the regulatory outcome at the transcriptional level, but possibly due to the post-translational effect such as accelerated protein degradation, which is worthy of further investigation.

Taken together, *ARID1A* deficiency cannot block the interaction between BRG1 and RAD21, or impact the expression of CTCF and RAD21. It is more reasonable that insufficient BRG1 triggered by *ARID1A* depletion results in weakened interaction.

### Compartment switching dysregulates cancer-related genes

To determine the biological processes effected by the perturbed conformation, we first obtained transcriptomic profiles of hepatocytes. 

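AB17 cells are immortalized hepatocytes from mice with floxed Arid1a alleles, in which Ad-Cre deletes an exon of Arid1a and Ad-GFP is the control infection. According to the paper, this deletion causes a frameshift and decay of the mRNA. Poly(A) RNA was sequenced from 3 libraries of Arid1a WT (Ad-GFP) cells and 3 libraries of Arid1a KO (Ad-Cre) cells, numbered as replicates 1, 2 and 3 in each group. The authors trimmed the reads with Trimmomatic, mapped them to mm10 with TopHat2, and counted and normalized them with Cufflinks. The deposited value of each of the 24388 genes is a fraction of the highest gene of the same library, which has the value 1. This scaling is not described in the paper's methods. The highest gene was Eef1a1 in WT replicates 1 and 2, Rpl41 in WT replicate 3 and KO replicate 1, Rpl8 in KO replicate 2 and Rpl38 in KO replicate 3, so every value also depends on the level of that gene. The fractions of a library summed to 79.8, 137 and 78.2 in WT replicates 1, 2 and 3. They summed to 94.1, 153 and 53.6 in KO replicates 1, 2 and 3, and the highest of the 6 sums was 2.85 times the lowest. Because the values are normalized and carry no counts, the depth of each library is unknown. Between 6891 and 8717 genes were listed at 0 in a library, and a listed 0 can also be a failed estimate. Here every value was multiplied by 10000 without any other scaling, and expression values are given in this unit. The log2 of the value plus 0.1 was compared between KO and WT cells with limma over the 16292 genes with a mean of at least 0.1. A log2 fold change on this scale understates the change of genes with low values. Gene positions are those of GENCODE M21 on GRCm38 (mm10).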

As shown in Fig. 4A, there were 183 down-regulated genes and 123 up-regulated genes upon *Arid1a* depletion. 

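Arid1a itself (ENSMUSG00000007880.16; chromosome 4, 133679008 to 133756769, minus strand) had expression values of 42.7, 77.9 and 53.6 in WT replicates 1, 2 and 3, a mean of 58.1 ± 18.0 (SD, n = 3). It had 24.7, 81.7 and 25.7 in the libraries labelled KO replicates 1, 2 and 3, a mean of 44.0 ± 32.6 (SD, n = 3). The library labelled KO replicate 2 was therefore not lower than the WT libraries as deposited, and every direction from WT to KO includes it. These values are for the whole gene and cannot show the deletion of the exon itself. The paper checked the knockout in AB17 cells by PCR and Western blotting. The log2 fold change of Arid1a was -0.59 with a standard error of 0.77 (limma, adjusted p = 0.9999). An exact permutation test of the 6 log2 values gave a two-sided p of 0.4, and the smallest p that 3 libraries against 3 allow is 0.1. With each library instead scaled to its own sum, a choice made after the values were seen, KO replicate 2 held 53.45 of 1000000 against 53.53 in WT replicate 1, the lowest WT library, a narrow margin, and an exact permutation test gave the smallest possible two-sided p of 0.1.
At an unadjusted p below 0.05 and a fold change above 2, limma called 603 genes down-regulated and 1149 genes up-regulated upon Arid1a depletion. An adjusted p below 0.05 was reached by 422 genes, of which 157 were lower and 265 higher in KO cells. Without moderation of the variance, 1 gene reached it. The same fit was run on simulated values with some genes changed by a log2 fold change of 2. There 0% of the changed genes and 12 unchanged genes had an adjusted p below 0.05. Larger changes were not simulated. Same-numbered WT and KO libraries deviated from their group means together, with a mean correlation across genes of 0.25. With the replicate number as a block, 1368 genes were down-regulated, 1857 were up-regulated and 2391 had an adjusted p below 0.05. Quantile normalization moved the number of down-regulated genes most, to 1511, beside 1282 up-regulated genes. The down-regulated share of the calls was thereby 54.1%, against 34.4% without it. Of the up-regulated genes, 688 had a mean value below 1, as did 88 of the down-regulated genes. The authors' deposited table calls 183 genes down-regulated and 123 up-regulated. Of these, 87 and 52 passed the same thresholds in limma without the block, and 167 and 77 passed them with it.
Among genes with an adjusted p below 0.05, a mean of at least 1 in the higher group and the same direction in all 3 same-numbered pairs, 152 fell and 234 rose. The largest falls on the log2 scale were those of Mgp (-5.12), Nkain4 (-4.99), Fgf21 (-4.88), Pkhd1l1 (-4.62) and Ces2e (-4.54). The adjusted p of limma was 5.42e-06 for Mgp, 9.92e-06 for Fgf21 and 4.00e-05 for Pkhd1l1. Mgp was listed at 0 in KO replicate 2, and without that library its log2 fold change was -3.47. Its adjusted p in limma was 0.0540 with quantile normalization and 0.0663 with median centring, against 1.14e-31 with the replicate block. With sum scaling and the block it was 0.0429. On the deposited values, with and without the block, limma gave all genes of a given mean value 1 variance. Very small adjusted p-values from these fits therefore do not measure the spread of the gene itself. The largest rises were those of Snhg9, Gm2694 (5.45), Cplx1 (5.25), Gal3st1 (5.03) and BC080695 (4.89). Snhg9 was listed at 0 in all 3 WT libraries and at 62.9, 47.3 and 52.8 in KO replicates 1, 2 and 3. It overlaps another annotated gene, so its reads may be shared.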

Enrichment analysis showed that DEGs were significantly enriched in cell morphology-related terms, especially including extracellular matrix (ECM), cell migration, cell adhesion, and cell junction (Fig. 4B, Tables S4.1 and S4.2). Moreover, we performed Reactome analysis on DEGs, the results showed that, as *Arid1a* depletion, an extensive effect exerted on biological processes involving the previously reported pathways including packing of telomere ends and a series of cancer-related processes (Figures S2A, B).

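Table S4.1 lists 36 down-regulated genes under the terms extracellular matrix, collagen-containing extracellular matrix, regulation of epithelial cell migration and cell-substrate adhesion. Of these 36 genes, 26 passed the paper's thresholds in limma as down-regulated. An adjusted p below 0.05 was reached by 12 of them with adjustment over all genes tested and by 21 with adjustment over the 36 genes alone. With the replicate number as a block these numbers were 35, 34 and 35. The list holds the paper's own calls on the same libraries, so the numbers show how the calls fare under another model. Leaving out both libraries of replicate 1 moved the number of genes past the thresholds most, to 11. The median log2 fold change was -2.31 over the 20 genes of the extracellular matrix term and -2.33 over the 17 genes of the collagen-containing term. It was -1.77 over the 13 genes of the epithelial cell migration term and -1.81 over the 12 genes of the cell-substrate adhesion term.
The 4 genes with the lowest adjusted p were singled out after their values were seen. Timp3, which encodes a tissue inhibitor of metalloproteinases (ENSMUSG00000020044.13; chromosome 10, 86300372 to 86349506, plus strand), had a value of 1342 ± 433 (SD, n = 3) in WT cells and 73.1 ± 52.8 (SD, n = 3) in KO cells. Its log2 fold change was -4.47 with a standard error of 0.67 (limma, adjusted p = 1.83e-07, and 3.37e-23 with the block). Bmper (chromosome 9, 23223076 to 23485200) fell from 136 ± 5.39 to 16.0 ± 8.04 (SD, n = 3 each), a log2 fold change of -3.25 (limma, adjusted p = 0.00375, and 2.11e-16 with the block). Col5a2, which encodes a collagen chain (chromosome 1, 45374321 to 45503282), fell from 859 ± 321 to 140 ± 77.4 (SD, n = 3 each), a log2 fold change of -2.77 (limma, adjusted p = 0.00388, and 8.95e-09 with the block). Fn1, which encodes fibronectin (chromosome 1, 71585520 to 71653200), fell from 1397 ± 249 to 277 ± 112 (SD, n = 3 each), a log2 fold change of -2.42 (limma, adjusted p = 0.00946, and 1.11e-05 with the block).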

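Histone genes are among the members of the Reactome set on the packaging of telomere ends, whose full list was not used here. The authors' deposited table calls 2 histone genes up-regulated, Hist1h4a and Hist1h2bj, and 0 down-regulated. Hist1h4a (chromosome 13, 23760692 to 23761230) had values of 1.00, 0.14 and 1.47 in WT replicates 1, 2 and 3 and of 5.97, 5.61 and 4.91 in KO replicates 1, 2 and 3. Its log2 fold change was 2.90 with a standard error of 0.86 (limma, adjusted p = 0.0359, and 2.27e-07 with the replicate number as a block). Hist1h2bj (chromosome 13, 22043214 to 22043676) had values of 0.45, 0 and 0.13 in WT cells and of 1.66, 0.69 and 1.34 in KO cells. On the log2 scale it rose by 2.44 (limma, adjusted p = 0.111, and 0.00375 with the block). Over the 66 histone genes tested, a list chosen after the values were seen, limma called 20 up-regulated and 0 down-regulated at the paper's thresholds. Their median log2 fold change lay 0.90 above that of the other genes (limma's camera test, adjusted p = 3.10e-10, and 3.95e-11 with the block). The adjusted p of limma's camera test was weaker under other scalings, 0.00419 with quantile normalization, 0.00256 with median centring and 0.000148 with sum scaling. Leaving out KO replicate 1 moved this difference most, to 1.30, and a pseudocount of 1 lowered it most, to 0.52. Histone genes are near-identical copies whose reads the authors' counting could have split, and the libraries were poly(A)-selected. Values of single histone genes are therefore uncertain, and both sources could also move the family together, which was not tested. The camera test assumed an inter-gene correlation of 0.01. Yet Hist1h2a genes were low together in replicate 3, with medians of 0.844 (WT) and 2.57 (KO) of 1000000 after sum scaling. The other libraries held 37.4 to 71.1. The camera p-values of this list may therefore be too small.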

**Fig. 4:**
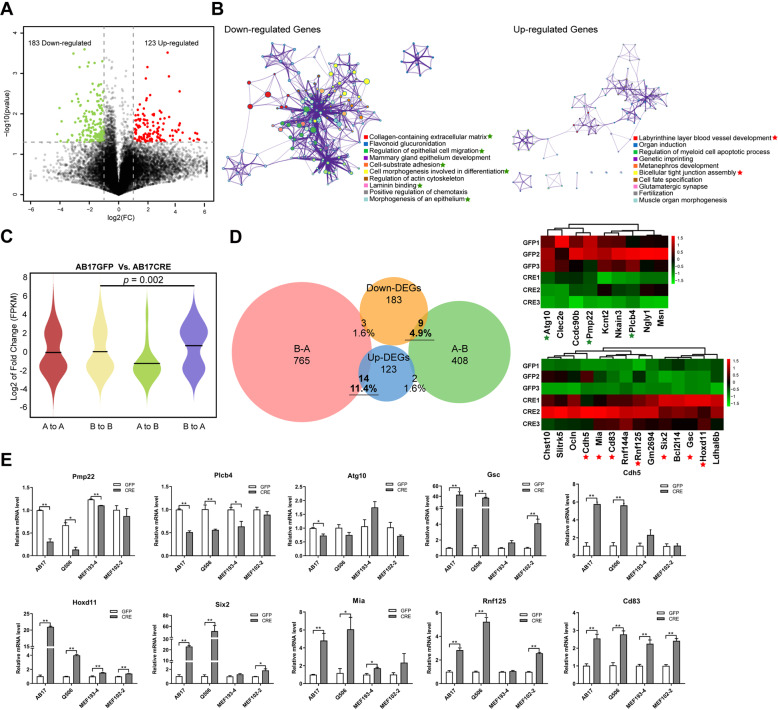
Compartment switching dysregulates cancer-related genes. **A** Volcano plot showing the DEGs (fold change >2, *p* value <0.05) between *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 cells. The green and red dots represent down- and up-regulated genes post *Arid1a* deficiency, respectively. **B** The enrichment analysis on down- (Left) and up-regulated (Right) genes. The top ten significantly enriched terms were shown (*p* value <0.01). The color-coded circles symbolize the enriched GO terms and pathways. **C** Fold change (Ad-Cre/Ad-GFP log2) of mRNA expression (FPKM) of the genes residing at regions with compartment switching. **D** Venn diagrams displaying the overlap of DEGs and A/B compartment switch-related genes (Left). The heatmap showing the expression profiles of the switching compartments controlled-genes with triplicate datasets, of which down- and up-regulated cancer-related genes labelled by green and red pentagrams, respectively (Right). **E** qRT-PCR for the compartment switching-controlled genes in *Arid1a* WT (Ad-GFP) and KO (Ad-Cre) AB17 and Q506 hepatocytes as well as MEFs (193-4 and 102-2 cells) with three biological replicates. Error bars were painted by SEM. *p* value was calculated by a two-tailed Student’s *t*-test. mRNA expression of *Gapdh* was employed as an internal control.

Considering that active and inactive chromatins spatially in the nucleus are reflected by the formation of compartments [8, 38], we determined to explore *Arid1a*-deficiency mediated biological processes from the perspective of compartment switching. 

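Compartment classes were taken from Tables S3.1 and S3.2, whose coordinates were multiplied by 10 to give mm10 positions and bins of 500 kb. Of 5051 bins with a class in both tables, 255 went from A in WT to B in KO cells and 353 from B to A, together 12.0%. By their transcription start, 516 genes lay in A to B bins and 1674 in B to A bins, and 329 and 994 of them were tested. The median log2 fold change was -0.28 for A to B genes, 0.14 for B to A genes and 0.08 for the 13954 genes in stable compartments.
The A to B median was lower than the stable median by a difference of -0.36 (limma's camera test, adjusted p = 4.39e-05 over the 3 gene lists tested). For each switched class, the camera test compared the mean test statistic of its genes with that of all other genes with a class. It did not test the difference of medians from stable genes itself. The A to B median lay at percentile 0 among 10000 random gene lists of the same size matched on mean expression. With the replicate number as a block, limma's camera test gave an adjusted p = 5.81e-06. The B to A median differed from the stable median by 0.07 (limma's camera test, adjusted p = 0.401, and 0.420 with the block) and lay at percentile 90.4 of its matched lists, so this shift was not distinguishable from that of other genes. A pseudocount of 1 moved the A to B difference most, to -0.28.
Of the genes past the paper's thresholds, 36 were down-regulated and 13 up-regulated in A to B bins, against 42 and 88 in B to A bins. The down-regulated share was 41.2 percentage points higher in A to B bins (Fisher's exact test, two-sided p = 1.26e-06). Stable compartments held 501 down-regulated and 965 up-regulated genes, much the same mix as B to A bins. The difference therefore comes from the A to B bins and does not show a preferential rise of B to A genes. With the block, the calls were 64 and 22 against 82 and 138, a difference of 37.1 percentage points (Fisher's exact test, two-sided p = 5.46e-09). Genes are not independent replicates, so these tests describe the 6 libraries at hand. With only genes whose whole body lies in 1 class, the A to B difference was -0.35 and the share differed by 40.1 percentage points.

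**Figure D1:**
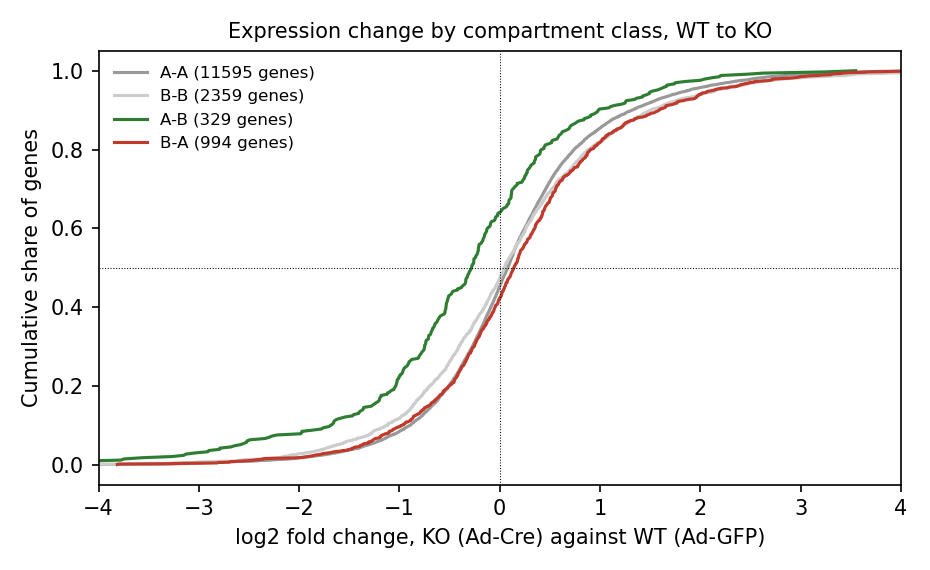
Cumulative share of tested genes (vertical axis) by log2 fold change of KO over WT cells (horizontal axis, shown from -4 to 4) for each compartment class. The lines stand for 11595 genes in stable A, 2359 in stable B, 329 in A to B and 994 in B to A compartments, and the A to B line lies to the left of the others around its median of -0.28.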

As shown in Fig. 4C, the switched compartments were visibly correlated with gene expression changes as *Arid1a* loss, suggesting that Arid1a could serve as an underlying modulator at the megabase scale. Furthermore, 23 of DEGs modulated by the A/B compartment switching were identified as the candidates (Fig. 4D), disregarding those in stable compartments (Table S4.3). 

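The 23 candidates of Fig. 4D are 9 down-regulated genes assigned to A to B compartments and 14 up-regulated genes assigned to B to A compartments. All 23 passed the thresholds in the authors' deposited table. In limma, 20 were tested, since Clec2e, Cdh5 and Bcl2l14 had a mean value below 0.1. The 9 past the thresholds in the paper's direction were Pmp22, Nkain3, Mia, Cd83, Rnf144a, Rnf125, Gm2694, Six2 and Gsc. With the replicate number as a block 16 passed, which added Atg10, Ccdc90b, Kcnt2, Plcb4, Ngly1, Msn and Ocln. An adjusted p below 0.05 over all genes was reached by 2 candidates, Mia and Gm2694, and by 14 with the block. Adjusted over the tested candidates alone, 8 reached it without the block and 15 with it. The candidates are the paper's own calls on these libraries, so the numbers show no independent stability. Leaving out replicate 1 moved the number past the thresholds most towards 0, to 3. Restriction to genes with a mean of at least 1 also left 3, since 6 of the 9 were then not tested. The authors' table moved it most upwards.
Nkain3 (chromosome 4, 20118874 to 20778866) fell from 1.41 ± 0.412 in WT cells to 0.210 ± 0.269 in KO cells (SD, n = 3 each), a log2 fold change of -2.58 (limma, adjusted p = 0.0820, and 0.00129 with the block). Gm2694 (chromosome 8, 87460469 to 87525554) had values of 0.80, 0 and 0.27 in WT replicates and of 15.8, 19.1 and 8.98 in KO replicates 1, 2 and 3 (limma, adjusted p = 1.51e-06, and 1.12e-25 with the block). Msn (chromosome X, 96096042 to 96168552), which has the highest values among the candidates, fell from 370 ± 129 to 177 ± 104 (SD, n = 3 each), a log2 fold change of -1.20 (limma, adjusted p = 0.573, and 0.0298 with the block).
In Tables S3.1 and S3.2, read as above, 5 of the 23 candidates had their transcription start in a bin of the class that Fig. 4D gives them, 4 of them A to B and 1 B to A. From the expression changes in switched compartments and the overlap of these compartments with the DEGs, the paper identifies the genes as candidates and proposes that Arid1a could serve as a modulator at the megabase scale.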

Notably, through enrichment analyses (Tables S4.4 and S4.5) combined with the searching literatures manually, we observed that the majority of these genes have been reported to play vital roles in tumorigenesis. 

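In the AB17 RNA-seq libraries, Plcb4 (chromosome 2, 135659011 to 136014593) had a value of 6.29 ± 2.16 (SD, n = 3) in WT cells and 2.31 ± 0.724 (SD, n = 3) in KO cells. Its log2 fold change was -1.39 with a standard error of 0.86 (limma, adjusted p = 0.663, and 0.0154 with the replicate number as a block). Cd83 (chromosome 13, 43784775 to 43803132) rose from 0.0733 ± 0.0404 to 0.940 ± 0.329 (SD, n = 3 each), a log2 fold change of 2.57 (limma, adjusted p = 0.0824, and 0.00455 with the block). Mia (chromosome 7, 27179742 to 27181157) had values of 0, 0.66 and 0.17 in WT replicates and of 1.36, 3.31 and 1.72 in KO replicates 1, 2 and 3. On the log2 scale Mia rose by 2.93 (limma, adjusted p = 0.0331, and 6.12e-05 with the block). Six2 (chromosome 17, 85684277 to 85688274) had values of 0.20, 0 and 0.08 in WT cells and of 0.82, 0.59 and 0.45 in KO cells (limma, adjusted p = 0.269, and 0.0498 with the block). Hoxd11 (chromosome 2, 74679557 to 74687016) had values of 0.03, 0 and 0 in WT cells and of 0.29, 0.15 and 0.17 in KO cells (limma, adjusted p = 0.601, and 0.301 with the block). For each of these 5 genes the 3 KO libraries lay on 1 side of the 3 WT libraries, as 10% of genes would by chance with 3 libraries against 3. Values this far below 1 are given to 2 decimals in the chosen unit, which limits the precision of Six2 and Hoxd11. By the compartment classes used here, the transcription start of Plcb4 lay in an A to B bin. Those of Cd83 and Mia lay in stable A bins and those of Six2 and Hoxd11 in stable B bins.

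**Figure D2:**
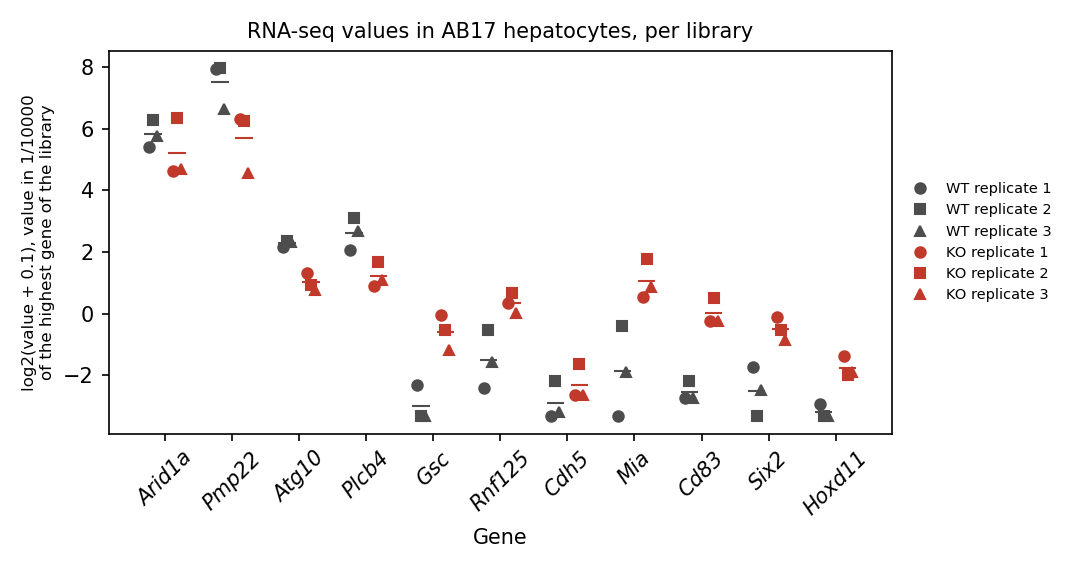
Log2 of the expression value plus 0.1 (vertical axis) in each RNA-seq library for Arid1a and the genes tested by qRT-PCR. The paper assigns the genes other than Arid1a to switched compartments. WT is in grey and KO in red, with circles, squares and triangles for replicates 1, 2 and 3, and horizontal lines at the group means. The KO points of Plcb4 lie below its WT points and those of Mia, Cd83, Six2 and Hoxd11 above them, while the Arid1a points of both groups overlap.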

The qRT-PCR data verified in AB17, Q506, and MEF cells were in accordance with RNA-seq datasets (Fig. 4E).

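Pmp22 (ENSMUSG00000018217.12; chromosome 11, 63128982 to 63159547, plus strand) had a value of 198 ± 84.0 (SD, n = 3) in WT cells and 59.4 ± 31.2 (SD, n = 3) in KO cells. Its log2 fold change was -1.81 with a standard error of 0.73 (limma, adjusted p = 0.215, and 5.53e-05 with the replicate number as a block). Atg10 (ENSMUSG00000021619.6; chromosome 13, 90935356 to 91223968, minus strand) fell from 4.76 ± 0.319 to 1.95 ± 0.411 (SD, n = 3 each), with a log2 fold change of -1.26 with a standard error of 0.86 (limma, adjusted p = 0.758, and 0.0393 with the block). Gsc (ENSMUSG00000021095.5; chromosome 12, 104471209 to 104473330, minus strand) was listed at 0.10, 0 and 0 in WT replicates 1, 2 and 3 and at 0.87, 0.59 and 0.34 in KO replicates 1, 2 and 3. The change was 2.40 on the log2 scale with a standard error of 0.85 (limma, adjusted p = 0.114, and 0.0206 with the block). Rnf125 (ENSMUSG00000033107.6; chromosome 18, 20944625 to 20983862, plus strand) had values of 0.09, 0.60 and 0.24 in WT replicates and of 1.18, 1.51 and 0.92 in KO replicates 1, 2 and 3. This is a log2 fold change of 1.85 with a standard error of 0.86 (limma, adjusted p = 0.362, and 0.0285 with the block). Cdh5 (ENSMUSG00000031871.9; chromosome 8, 104101625 to 104144511, plus strand) had values of 0, 0.12 and 0.01 in WT cells and of 0.06, 0.22 and 0.06 in KO cells, and the groups overlapped (exact permutation test, two-sided p = 0.3). For Cdh5 no limma result is given because its mean was under the minimum. Its values, all near 0, were higher in KO cells in all 3 same-numbered pairs. The authors' deposited paired test gave an unadjusted p of 0.0445 for Cdh5. In the compartment tables, the transcription start of Gsc lay in a B to A bin, those of Atg10, Rnf125 and Cdh5 in stable A bins and that of Pmp22 in a stable B bin.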

Collectively, these findings manifest that compartment switching induced by *Arid1a* depletion modulates the transcription of some cancer-related genes, such as *Pmp22* [39, 40], *Atg10* [41], *Gsc* [42, 43], *Rnf125* [44], and *Cdh5* [45], which have been known to be involved in tumorigenesis.

### Weakened chromatin loops and remodeled TADs cause aberrant transcription

Through calling and comparing TADs and loop domains derived from Hi-C matrices, we summed up the regulatory pattern that silenced genes (A to B switching) were mainly due to the weakened enhancer-promoter (E-P) loops and the blocked enhancers owing to new-generated TAD boundaries; whereas activated genes (B to A switching) were mainly due to proximal *cis*-elements on account of TAD formation and repositioning (Figures S3A-C).

Next, we investigated some representative genes from the dys-regulatory patterns: loop decreased (*Pmp22*) and TAD remodeling (*Gsc*) (Fig. 5A), to verify the above-mentioned tentative pattern mediated by *Arid1a* loss. Based on the enhancers identified by the peak signal of H3K4me1 and H3K27ac (Fig. 5B, C), 3C assays were performed on *Pmp22*, showing that the ligation frequencies of E-P loops at *Pmp22* locus were decreased in *Arid1a* KO AB17 cells, which precisely agreed with the above pattern (Fig. 5D). We further estimated the interaction peaks in *PMP22* locus combined Hi-C matrices of HepG2 and GM12878 cells as referred (Figure S4A). Through the ChIP-seq tracks in HepG2 cells, we defined the enhancer of the *PMP22* gene (Figures S4B, C). Additionally, similar alterations in *PMP22* were also observed in human MHCC-97H cells (Figure S4D).

**Fig. 5:**
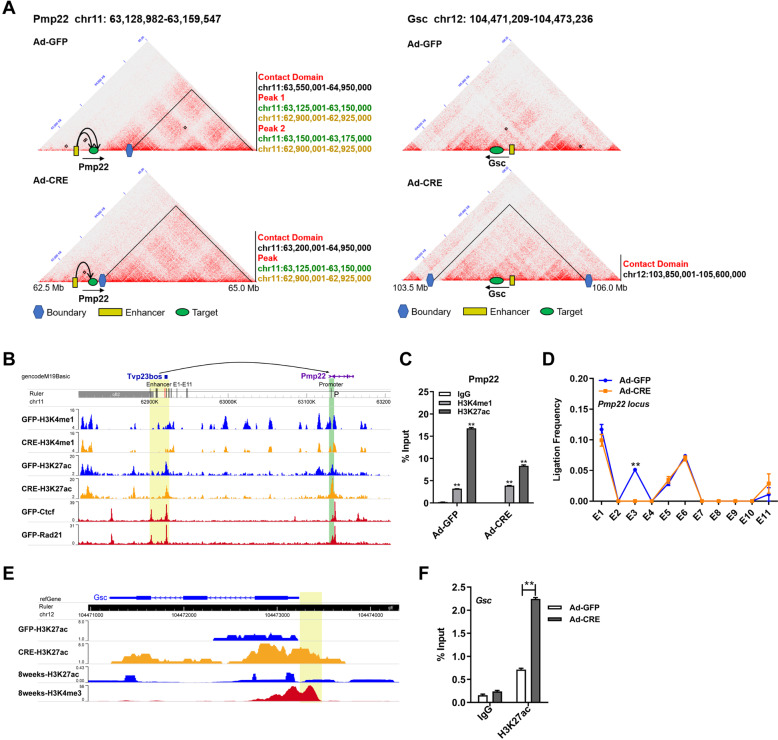
Weakened chromatin loops and remodeled TADs cause aberrant transcription. **A** Hi-C contact maps of *Pmp22* and *Gsc*, which were dysregulated in the switched compartments caused by *Arid1a* deficiency. TADs (Contact domains) are visible as triangle-shaped regions with a high frequency of interactions, and the position information are labelled in black font. Locally enriched peaks discovered via HiCCUPS are referred to as chromatin loops, and location coordinates are shown in green (the target gene) and yellow (the potential enhancers) font in line with the colors of graphic symbols. **B** Expanded views of the potential enhancer locus and proximal promoter of *Pmp22*, with H3K4me1 and H3K27ac ChIP-seq tracks for recognition on the potential enhancers, and Ctcf and Rad21 ChIP-seq tracks for pointing the anchored loops in AB17 cells. Vertical black bars label the enhancers and promoter primers examined in the 3C assay. **C** Identification on enhancers of E-P loops in *Pmp22*. The position of primer for the enhancer is labelled by the vertical red bar. Histone marks H3K27ac and H3K4me1 were significantly enriched at enhancer locus of *Pmp22* in AB17 with IgG as control. **D** Curve graphs indicate the significantly reduced ligation frequencies at E-P anchored loops of *Pmp22* in *Arid1a*-deficient cells. **E** Validation on a regulatory pattern of the up-regulated gene *Gsc* within switched A compartment. H3K27ac and H3K4me3 ChIP-seq tracks were obtained from AB17 cells and ENCODE database (H3K27ac: ENCSR000CDH; H3K4me3: ENCSR000CAP), and the location of enhancer boxed with the yellow rectangle. **F** A significantly increased the H3K27ac signal of the *Gsc* gene detected in *Arid1a* knockout cells with IgG as control.

For B-A transition gene *Gsc*, the distinct peaks of H3K27ac were observed in *Arid1a*-KO AB17 cells but not in *Arid1a*-WT ones (Fig. 5E). ChIP-qPCR analysis revealed that H3K27ac were significantly enriched at the upstream of *Gsc* upon *Arid1a* deficiency (Fig. 5F), indicating that *Gsc* was activated through the proximal *cis*-element. And similar results were observed in MHCC-97H cells (Figures S4E, F). Furthermore, the regulatory patterns were further confirmed in another liver cancer cell line SK-HEP-1 (Figures S4G, H). Additionally, we performed 3C and ChIP-qPCR assays in human endometrial cancer cell lines ISK and HEC-1-A, because *ARID1A* mutations are prevalent in this type of cancer. Interestingly, *ARID1A* knockdown has no significant effect on the E-P contact of *PMP22*, H3K27ac signal at the upstream of *GSC*, and their expression levels of *PMP22* and *GSC* in ISK and HEC-1-A cells (Figures S4I-N), suggesting that the role of ARID1A in higher-order genome organization might depend on cell types. However, the existed loss-of-function *ARID1A* mutations in these endometrial cancer cells could have disrupted the chromatin conformational regulation on *PMP22* and *GSC* loci.

To confirm the effect of Arid1a on chromatin organization, we designed the rescue experiment. The contact frequencies of E-P loops in *PMP22* as well as H3K27ac enrichment levels at the enhancer of *GSC* could be restored by ectopic ARID1A to a significant extent in both AB17 and MHCC-97H cells (Figure S5).

Overall, these data revealed that the weakened long-range chromatin loops and remodeled TADs were the underlying regulatory mechanism of aberrant gene expression induced by *Arid1a* deficiency.

### *ARID1A* deficiency promotes liver cancer cell metastasis via dysregulation of certain genes

Next we investigated the expression levels of these aberrant genes in vivo. The results showed that Pmp22 was markedly repressed, whereas Gsc was significantly elevated in liver tissues of *Arid1a*^*LKO*^ and *Ubc-CreER*^*T2*^; *Arid1a*^*fl/fl*^ mice, in comparison with that from the *Arid1a* WT littermates (Fig. 6A and S6A). Gel source images were available in Figure S7. Meanwhile, IHC staining results further verified the expression changes (Fig. 6B and S6B). These data affirmed that *Arid1a* deficiency leads to the similar dysregulation of these genes in vivo.

**Fig. 6:**
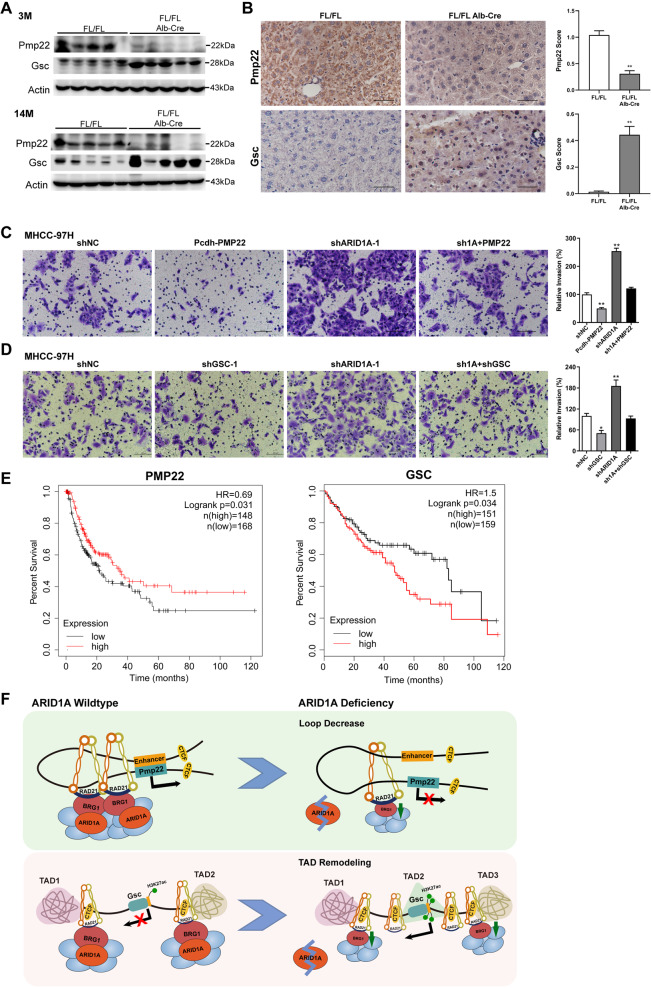
*ARID1A* deficiency promotes liver cancer cell metastasis via dysregulation on *PMP22* and *GSC*. **A** Immunoblotting on Pmp22 and Gsc in liver tissues of 3 and 14 month old *Arid1a*^*fl/fl*^ mice and *Arid1a*^*LKO*^ littermates. **B** Representative IHC staining (Left) and quantification of positive staining (Right) for Pmp22 and Gsc in liver tissues of 3-month-old *Arid1a*^*fl/fl*^ mice and *Arid1a*^*LKO*^ littermates. Scale bar = 50 μm. Data are presented as the mean ± SEM (*n* = 5 per group). *p < 0.05, **p < 0.01, calculated by a two-tailed Student’s *t*-test. **C** Representative images of invasive MHCC-97H cells transfected with Pcdh-PMP22 construct; lentiviral shARID1A-1, and *ARID1A*-knockdown cells co-transfected with Pcdh-PMP22 in transwell assays (Scale bar, 100 µm) (Left) and quantification of the invasive cells (Right). Data are shown as mean ± SEM of three independent experiments. *p < 0.05, **p < 0.01, calculated by a two-tailed Student’s *t*-test. **D** Representative images and quantification of the invasive MHCC-97H cells treated with the indicated lentiviral shRNA plasmids for *ARID1A* (shARID1A-1) and *GSC* (shGSC-1) in transwell assays. **E** The relapse-free survival and the overall survival in HCC patients with high or low expression of *PMP22* (Left) and *GSC* (Right), examined by Kaplan-Meier analysis. **F** Schematic diagram of the dysregulated mechanism related to *PMP22* and *GSC* loci upon *ARID1A* deficiency. Based on our data, we proposed the working model of the SWI/SNF complex in maintaining chromatin organization mediated by the BRG1-RAD21 axis in hepatocytes. Once *ARID1A* is deficient, the chromatin loop tethering promoter to the enhancer of *Pmp22* might be weakened due to the attenuated anchorage force arising from insufficient BRG1 (Top); the unaided boundaries lead to TAD remodeling surrounding *Gsc* locus to some extent (Bottom).

It has been known that *ARID1A* deficiency promotes liver cancer metastasis, therefore, whether these ARID1A-regulated genes can contribute to the malignant behaviors need to be confirmed. The expression efficiency of ectopic *PMP22* as well as the silencing effects targeting *ARID1A* and *GSC* were evaluated in MHCC-97H and SK-HEP-1 cells (Figure S6C). Here the enforced *PMP22* overexpression significantly inhibited the invasion capacity (Fig. 6C and S6D), in line with the feature of tumor suppressor. In accord with the previous study [42, 43], *GSC* knockdown significantly repressed the invasion capacity in liver cancer cells (Fig. 6D and S6E). These data suggested that PMP22 may act as a potential suppressor in liver cancer metastasis, whereas GSC can promote cell invasion.

Then we further examined whether the dysregulated genes play crucial roles in *ARID1A* deficiency-driven liver cancer cell invasion. As expectedly, knockdown of *ARID1A* enhanced the invasive capacity, however, it was visibly inverted by the overexpressing *PMP22* simultaneously (Fig. 6C and S6D). Conversely, the increased invasion triggered by *ARID1A* knockdown can be abolished via silencing *GSC* expression (Fig. 6D and S6E). Additionally, the invasion capacity of these dysregulated genes *PMP22* and *GSC* was further confirmed with the other independent sets of shRNAs in MHCC-97H (Figures S6F, G) and SK-HEP-1 cells (Figures S6H, I). Moreover, high expression of *PMP22* negatively correlates with a decrease in relapse-free survival across HCC patients significantly, while conversely in *GSC* expression, indicating that the aberrant *PMP22* and *GSC*-gene signatures are the important events in HCC progression (Fig. 6E). These findings indicated that *ARID1A* deficiency-driven liver cancer metastasis might depend upon chromatin conformational dysregulation on some key genes like *PMP22* and *GSC* (Fig. 6F).

## Discussion

It has been elucidated that the chromatin accessibility alters followed by phenotypic abnormality once the deficient expression of SWI/SNF components occurs, e.g., *ARID1A* in HCT116 colorectal cancer cells and injury-induced liver-progenitor-like cells [46, 47]. However, except for the canonical character in accessibility, there is currently no definite role of SWI/SNF complex in chromatin architecture, especially in hepatocytes.

SWI/SNF complex is important for chromatin organization, whereas the specific roles depending on the context [19, 20]. Notably, our study for the first time deciphered the role of Arid1a in chromatin conformation of hepatocytes, which modulates compartment switching, TAD remodeling as well as sustain E-P looping (Fig. 1). It is the opposite character of Arid1a in TAD border strength, that we observed a decreased number of TADs in *Arid1a*-deficient hepatocytes, while an increased number of TADs called in OCCC cells [20].

Recent studies have signified the potential interaction between SWI/SNF complex and architectural elements, for instance, the extensive overlap on binding sites of SWI/SNF components, Pol II and CTCF in a genome-wide scale [48], and the functional cooperativity among CTCF, BRG1 and topoisomerase II beta (TOP2B) in the organization of TADs [49]. Marino et al. experimentally verify the reciprocity of CTCF with BRG1 and ARID1A in WiT49 cell line [50]. Furthermore, SWI/SNF complex is possibly associated with condensin II in OCCC cell lines [20]. Significantly, in this study, we elucidated the BRG1-RAD21 axis as the molecular basis of the SWI/SNF complex in the 3D genome (Fig. 2). The evidences that RAD21 directly interplays with BRG1 but not ARID1A, exactly agree with the latest proposed cryo-EM structure of human BAF bound to the nucleosome, of which ARID1A acts as the rigid core of Base modules to support the ATPase motor BRG1 contiguously positioning on nucleosome [51].

To explain the specific effect of ARID1A on the BRG1-RAD21 axis, we propose two putative models whereby *ARID1A* deficiency leads to the dissociation of SWI/SNF complex, or the suppression of BRG1/RAD21. For the first inference, a prior report has clarified ARID1A to be critical for the assembly of the ATPase module [52]. Recently, Wang et al. reported that both *ARID1s* (*ARID1A* and *ARID1B*) loss led to the splitting of cBAF into subcomplexes, involving the principal BRG1-containing complex and residual fractions [53]. Noteworthily, most of the other subunits are retained in the BRG1-containing subcomplex in contrast of the above-mentioned cBAF assembly hypothesis in which BRG1 recruitment depends on ARID1 proteins [52, 53]. Consistently, we observed that *ARID1A* depletion cannot destroy the distribution of subunits, or block the interaction between BRG1 and RAD21 (Fig. 3A-D). Furthermore, the results showed that BRG1 protein was significantly inhibited upon *ARID1A* loss, suggesting that ARID1A might participate in the BRG1-RAD21 axis through regulating BRG1 expression at the post-translational level (Figs. 2A-C and 3). Similarly, *ARID1A* deficiency-mediated degradation of the components of SWI/SNF complex have been observed, such as DPF2 in *ARID1*-less H2.35 hepatocyte cell line, BAF170 in *ARID1s*-knockout livers [53], as well as BRG1, BAF155, BAF170, and SNF5 in *ARID1A*-depleted MEF cells [54].

Previous studies indicated that defective *ARID1A* can explicitly induce cell plasticity such as the acquisition of stem cell-like traits and invasion properties in hepatocytes [55, 56], endometrial epithelial cells [57], and pancreatic ductal cells [58], which are resorted to YAP/TAZ response or EMT-related signaling pathways. This study aims to reveal the molecular mechanism of liver cancer metastasis driven by *ARID1A* deficiency from chromatin conformation perspective. Except for PMP22 and GSC mentioned above, the downregulation of ATG10, with A to B transition, may facilitate metastasis of colorectal cancer cells [41]; transcription factor SIX2, with B to A switch, has been reported as a critical regulator for the stemness of breast cancer cells that enables metastatic colonization [59, 60]. These findings revealed that *ARID1A* deficiency-induced conformational dysregulation may trigger or suppress some key metastasis-related genes that contribute to liver cancer progression. Noteworthily, cohesin is reported responsible for EMT/MET via chromatin interactions of mesenchymal genes *TGFB1* and *ITGA5* loci [61], implying the significance of conformational changes in cancer metastasis process.

This study reveals the crucial role of the SWI/SNF complex in maintaining chromatin organization in hepatocytes, which is mediated by the core subunit ATPase BRG1 interacting with the architectural element RAD21. Interestingly, *ARID1A* deficiency attenuates the BRG1-RAD21 axis via suppressing the BRG1 expression level, which is insufficient to facilitate RAD21 keeping higher-order chromatin structure, resulting in TADs remodeling and deterrent chromatin loops. Notably, the abnormally expressed genes caused by the conformational changes due to *Arid1a* deficiency are significantly enriched in cancer-related processes, some of which are further verified to be involved in *ARID1A* deficiency-driven liver cancer cell invasion. This study reveals a novel function of SWI/SNF complex on chromatin conformation apart from the canonical nucleosome remodeling in hepatocytes, and also provides new insights into liver cancer tumorigenesis and progression.

## Supplementary information

Supplementary Figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Table S1

Table S2

Table S3

Table S4

## Data Availability

High-throughput sequencing datasets (RNA-seq and ChIP-seq) have been deposited to NCBI Gene Expression Omnibus (GEO) database with the accession number GSE152052. Hi-C data are available from the Sequence Read Archive (SRA) under the accession number PRJNA637836.

# Supplementary material for: ARID1A deficiency weakens BRG1-RAD21 interaction that jeopardizes chromatin compactness and drives liver cancer cell metastasis
**Source:** Cell Death Dis. 2021 Oct 23;12(11):990. doi: 10.1038/s41419-021-04291-6
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Figure S1. Correlation analysis, peak signal of histone marks and border strength across compartment A/B.**

**A.** Spearman correlation coefficients from 1 Mb binned Hi-C *cis* contact matrices among replicates and combined ones. **B.** ChIP-seq signal density of the active histone marks H3K27ac and H3K4me1, and repressive marks H3K27me3 and H3K9me3 across compartments A and B. **C.** The comparison on compartments A/B in Chromosomes 2, 11 and 12 respectively between *Arid1a* WT and KO AB17 cells. Double-sided arrows labeling the representative compartment switch against *Arid1a* deficiency. **D.** The bin signal tendency around borders of stable (A to A and B to B), activated (B to A) and silent (A to B) compartments against *Arid1a* knockout. **E.** The statistics of border-changed TADs with A/B compartment switch: for the conserved TADs in *Arid1a* WT and KO cells.

**Figure S2.** **Pathway enrichment analysis on DEGs via Reactome Database.**

The significant enrichment pathways labelled in colored font (*p* < 0.05), of which the significant metastasis-related pathways shown in red font.

**Figure S3. Interaction heatmaps of aberrant cancer-related genes.**

**A.** Cartoon schematic depicts dysregulation patterns of the aberrant genes in switched A/B compartments including loop decrease, TAD formation and TAD repositioning. Graph symbols circled in the rectangle. **B.** Interaction heatmaps of the silenced genes in switched compartment B as *Arid1a* deficiency. The gene location circled by dotted lines. The intersected lines with the diagonal round into TADs. The quadrates label the positions of loop domains. **C.** Interaction heatmaps of up-regulated genes occurred B to A transition.

**Figure S4. Aberrant genes caused by weakened E-P loops and remodeled TADs in liver cancer cell lines.**

**A.** Heatmap depicts contact frequency between triangulated loci in HepG2 and GM12878 cells within a 700-Kb region containing *PMP22*, of which the contact domains are labelled by the horizontal colored stripes, and the E-P anchored loops in *PMP22* are marked by the dotted lines. The target gene *PMP22* and the potential enhancer are shown as green and yellow pentagrams, respectively. **B.** Expanded views of the ascertained enhancer locus and proximal promoter of *PMP22* shown with H3K27ac (ENCSR000AMO) and H3K4me1 (ENCSR000APV) ChIP-seq tracks as well as CTCF (ENCSR000AMA) and RAD21 (ENCSR054FKH) ChIP-seq tracks of HepG2 cells obtained from ENCODE database as refer. Vertical black bars label the tested primers’ location of enhancers and promoter in 3C assay. **C.** Identification on enhancers of E-P loops in *PMP22*. Histone marks H3K27ac and H3K4me1 were significantly enriched at enhancer locus of *PMP22* in MHCC-97H cells with IgG as control. **D.** Measurement on *PMP22* E-P contact frequency changes as *ARID1A* deficiency by 3C assay in MHCC-97H. Curve graph indicates the significantly reduced 3C ligation frequencies at the E-P anchored loop of *PMP22* in *ARID1A* deficient cells. **E.** Expanded views of the ascertained enhancer locus and proximal promoter of *PMP22* shown with H3K27ac (ENCSR000AMO), H3K4me1 (ENCSR000APV) and H3K4me3 (ENCSR575RRX) ChIP-seq tracks of HepG2 cells obtained from ENCODE database as refer. The enhancer boxed with a yellow rectangle. **F.** Validation for the up-regulated gene *GSC* controlled by B to A compartment switching. Significantly increased H3K27ac signals were detected in *ARID1A* KO cells, IgG served as control. **G.** Measurement on *PMP22* E-P contact frequency changes as *ARID1A* knockdown in SK-HEP-1 cells. **H.** Detection on H3K27ac peak signals of the dysregulated gene *GSC* induced by the silenced *ARID1A* in SK-HEP-1 cells. **I.** Detection on the silencing effects targeting *ARID1A* in endometrial cancer cell lines ISK and HEC-1-A. **J.** Measurement on *PMP22* E-P contact frequency changes as *ARID1A* knockdown in ISK cells. **K.** Detection on H3K27ac peak signals at the upstream of *GSC* against *ARID1A* deficiency in ISK cells. **L-M.** The same as (J-K), but in HEC-1-A cells. **N.** qRT-PCR for *PMP22* and *GSC* genes in endometrial cancer cell lines ISK and HEC-1-A against *ARID1A* knockdown. mRNA expression of *GAPDH* was employed as an internal control.

**Figure S5. Conformational changes of *Pmp22* and *Gsc* in *Arid1a*-depleted cells transfected with T7-ARID1A construct.**

**A.** The protein and mRNA levels of Arid1a restored after T7-ARID1A plasmid was transfected to *Arid1a*-depleted (Ad-Cre) AB17 cells. **B-C.** Detection on the ligation frequency at E-P anchored loops of *Pmp22* (**B**) and H3K27ac peak signal in *GSC* (**C**) in the *Arid1a*-deficient cells transfected with T7-ARID1A construct. **D-F.** The same as (**A-C**), but in MHCC-97H cells. The statistics on contact frequencies between *ARID1A* WT and KO cells labelled by * (**p* < 0.05, ** *p* < 0.01); the statistics between *ARID1A* KO and T7-ARID1A transfected KO cells labelled by # (#*p* < 0.05, ##*p* < 0.01); the statistics between *ARID1A* WT and T7-ARID1A transfected KO cells labelled by & (&*p* < 0.05, &&*p* < 0.01).

**Figure S6. *ARID1A* deficiency promotes liver cancer cell metastasis via dysregulation on *PMP22* and *GSC*.**

**A.** Validation for the expression of Pmp22 and Gsc in liver tissues of *Arid1a^fl/fl^* and *Ubc-CreER^T2^*; *Arid1a^fl/fl^* mice 1 and 3 months post tamoxifen induction. **B**. Representative IHC staining (Left) and quantification of positive staining (Right) for Pmp22 and Gsc in liver tissues of 3 month old *Arid1a^fl/fl^* and *Ubc-CreER^T2^*; *Arid1a^fl/fl^* mice. Scale bar = 50 μm. Data are presented as the mean ± SEM (n = 5 per group). **p* < 0.05, ***p* < 0.01, calculated by a two-tailed Student’s *t*-test. **C.** qRT-PCR was performed to evaluate the over-expression efficiency of ectopic *PMP22* and the silencing effects targeting *ARID1A* and *GSC* with two independent sets of shRNAs in MHCC-97H and SK-HEP-1 cells. **D.** Representative images of invasive SK-HEP-1 cells transfected with Pcdh-PMP22 construct; lentiviral shARID1A-1, and *ARID1A*-knockdown cells co-transfected with Pcdh-PMP22 in transwell assays (Scale bar, 100 µm) (Left) and quantification of the invasive cells (Right). Data shown as mean ± SEM of three independent experiments. **p* < 0.05, ***p* < 0.01, calculated by a two-tailed Student’s *t*-test. **E.** Representative images and quantification of the invasive SK-HEP-1 cells treated with the indicated lentiviral shRNA plasmids for *ARID1A* (shARID1A-1) and *GSC* (shGSC-1) in transwell assays. **F.** The effects of PMP22 on cell invasion were investigated by transwell assays in MHCC-97H transfected with Pcdh-PMP22 construct and the other independent set of shRNA targeting *ARID1A* (shARID1A-2). **G.** Representative images and quantification of the invasive MHCC-97H cells post treatment with independent sets of shRNAs for *ARID1A* (shARID1A-2) and *GSC* (shGSC-2). **H-I.** The same as (F-G), but in SK-HEP-1 cells.

**Figure S7. The whole untrimmed Western blotting images.**

**Table S1.1** Sequence information of shRNA, sgRNA and primers for the full length of PMP22

**Table S1.2** Oligonucleotides for Hi-C library

**Table S1.3** Primer sequences for quantitative Real-Time PCR

**Table S1.4** Primers for 3C and ChIP-qPCR assay

**Table S2** Information list of the datasets downloaded from ENCODE database

**Table S3.1** Genomic coordinates and information of A/B compartmentalization in Ad-GFP cells

**Table S3.2** Genomic coordinates and information of A/B compartmentalization in Ad-CRE cells

**Table S3.3** Genomic coordinates and information of TADs in Ad-GFP cells

**Table S3.4** Genomic coordinates and information of TADs in Ad-CRE cells

**Table S3.5** Genomic coordinates and information of loops in Ad-GFP cells

**Table S3.6** Genomic coordinates and information of loops in Ad-CRE cells

**Table S4.1** Enrichment analysis on the down-regulated genes upon *Arid1a* deficiency

**Table S4.2** Enrichment analysis on the up-regulated genes upon *Arid1a* deficiency

**Table S4.3** DEGs in A-A and B-B unchanged compartments

**Table S4.4** Enrichment analysis on the DEGs regulated by compartment switch via Metascape

**Table S4.5** Enrichment analysis on the DEGs regulated by compartment switch via Reactome database

# Supplementary material for: ARID1A deficiency weakens BRG1-RAD21 interaction that jeopardizes chromatin compactness and drives liver cancer cell metastasis
**Source:** Cell Death Dis. 2021 Oct 23;12(11):990. doi: 10.1038/s41419-021-04291-6

**Figure 1A**

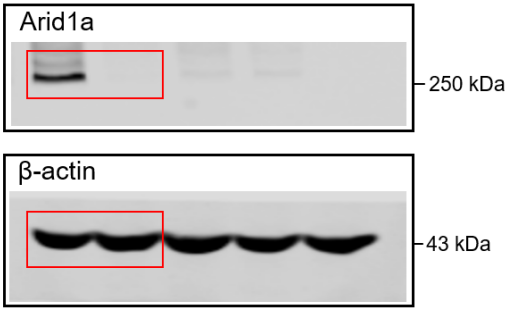

**Figure 2A**

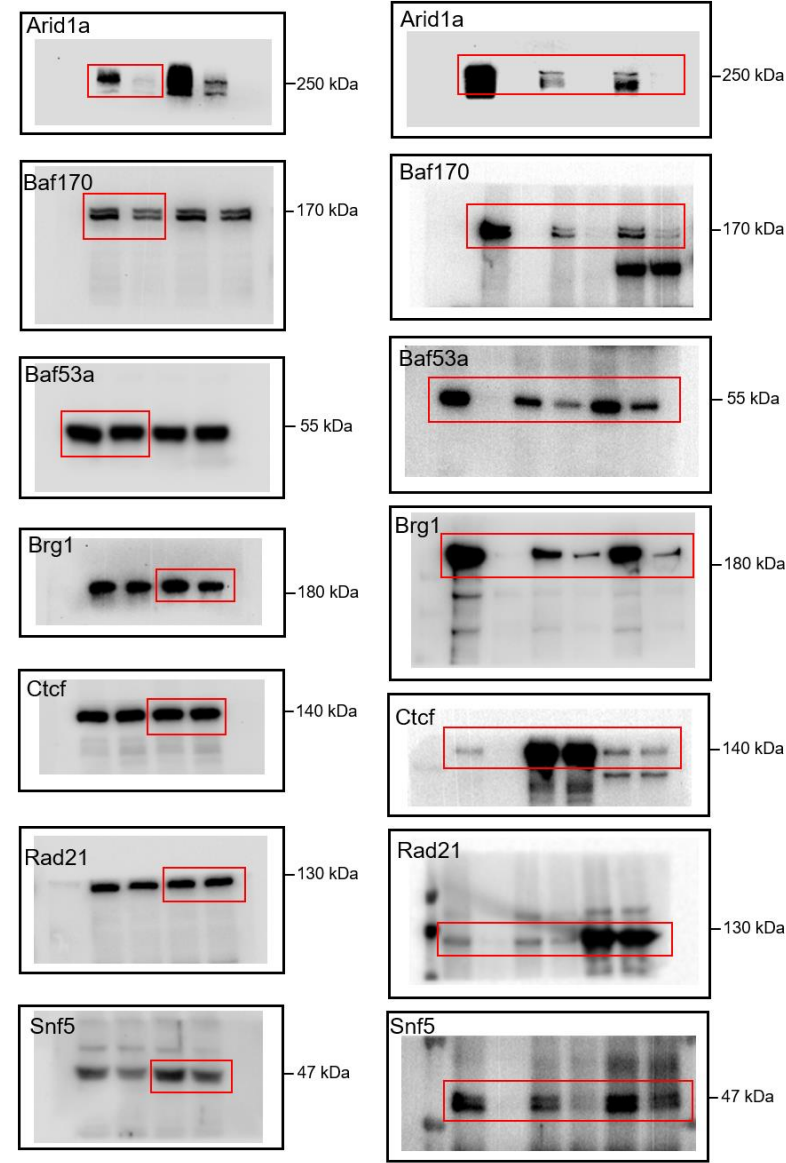

**Figure 2B**

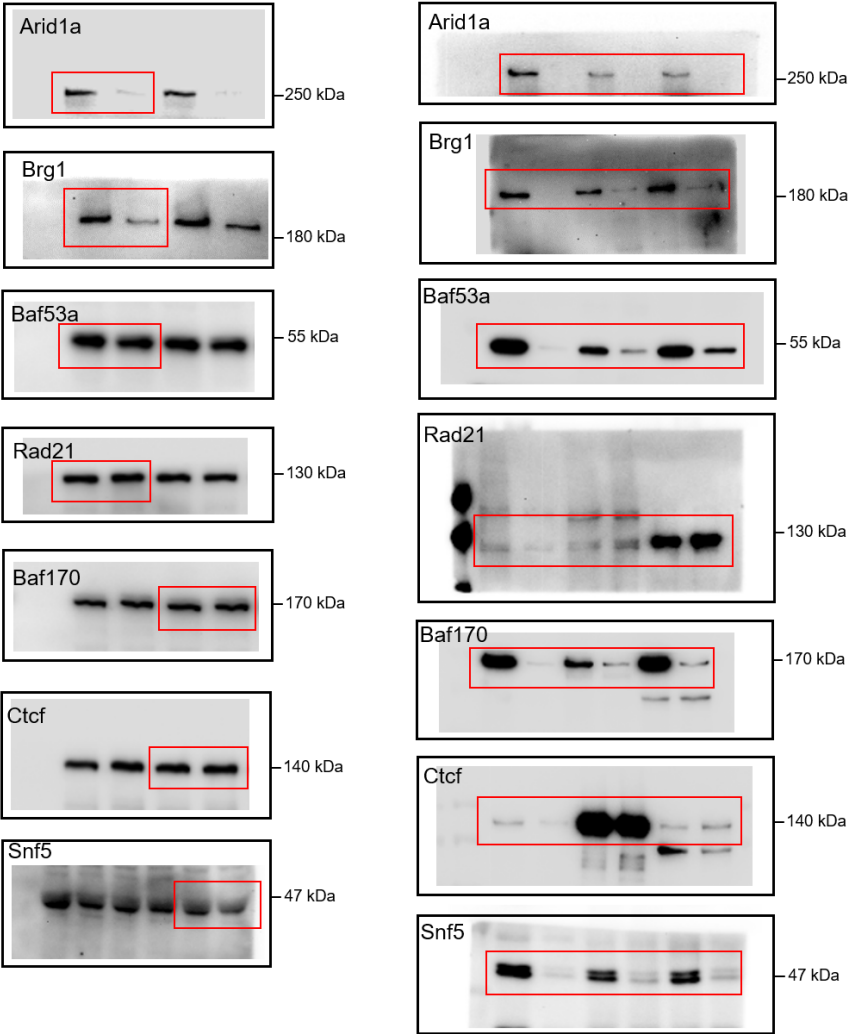

**Figure 2C**

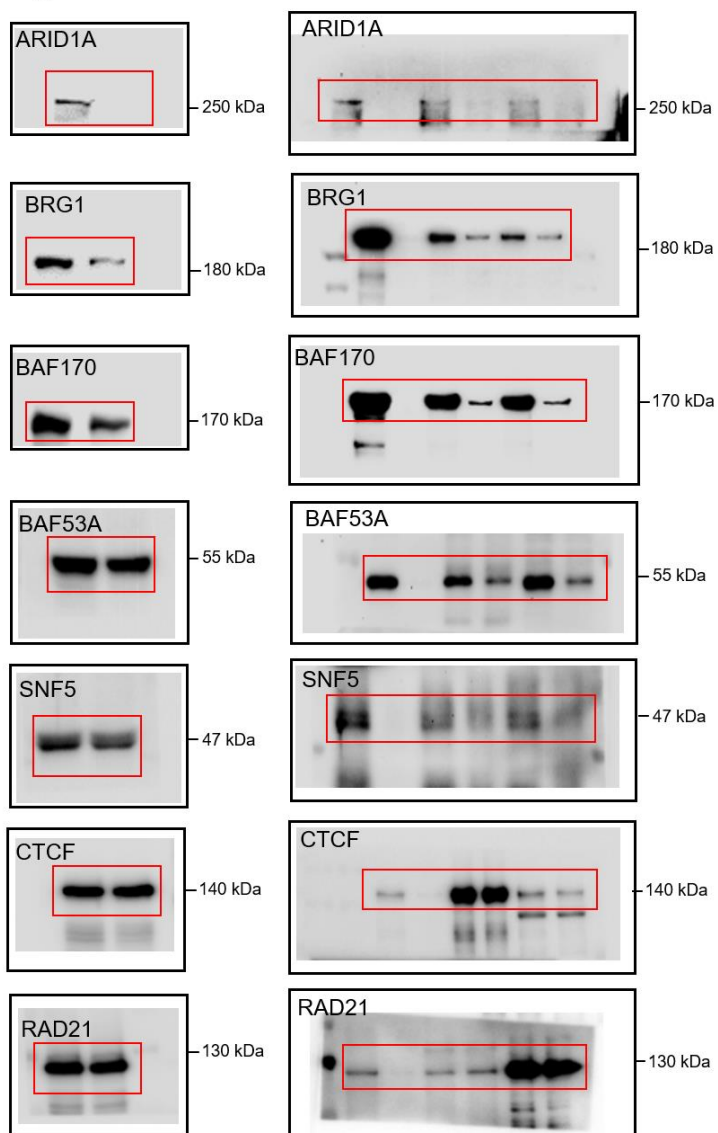

**Figure 2D**

**MHCC-97H**

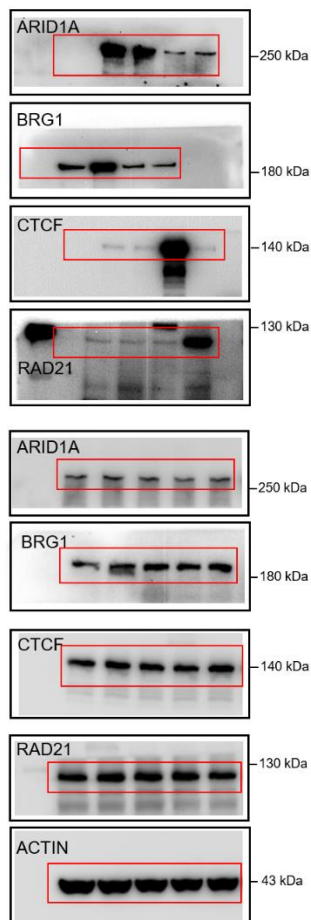

**SK-hep1**

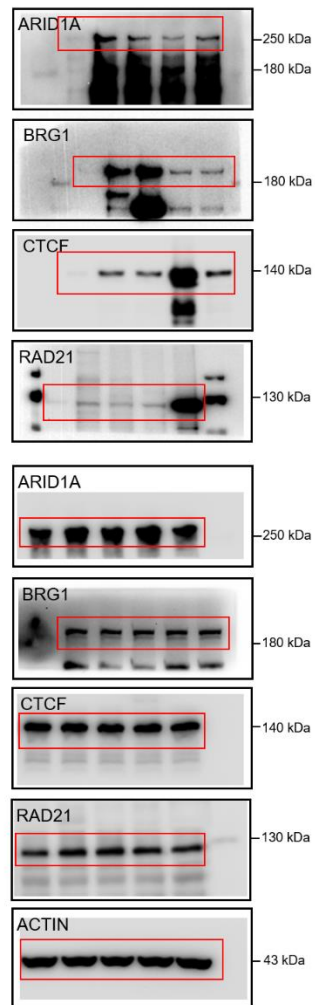

**HepG2**

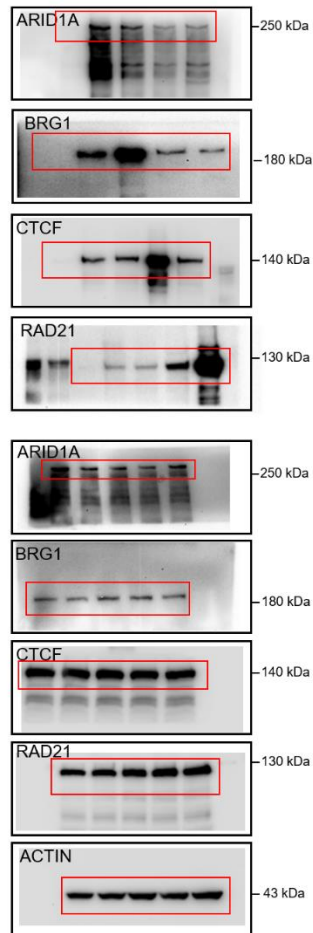

**Figure 2E**

ARID1A-CTCF  
IP: HA

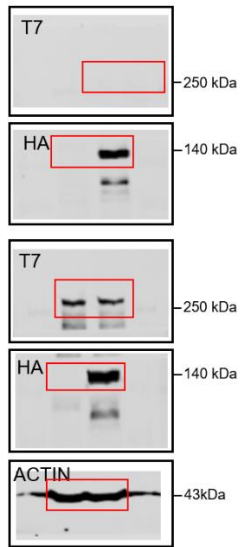

ARID1A-CTCF  
IP: T7

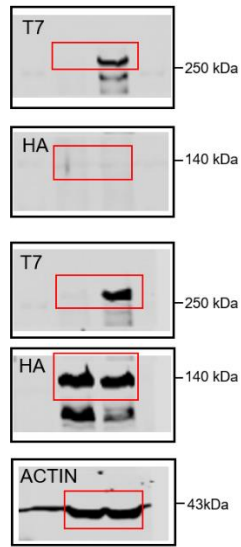

ARID1A-RAD21  
IP: HA

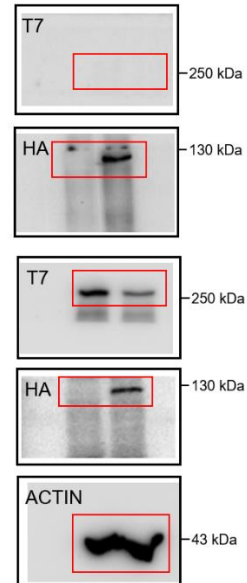

ARID1A-RAD21  
IP: T7

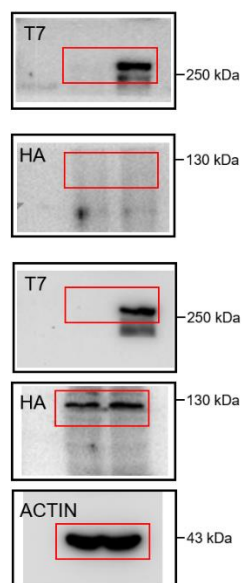

**Figure 2F**

BRG1-CTCF  
IP: HA

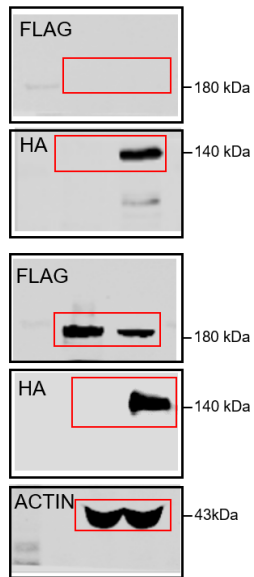

BRG1-CTCF  
IP: FLAG

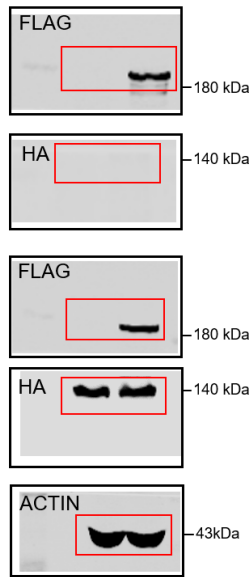

BRG1-RAD21  
IP: HA

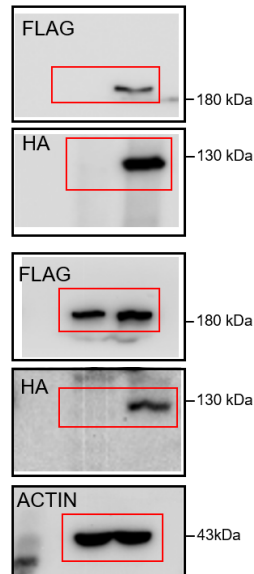

BRG1-RAD21  
IP: FLAG

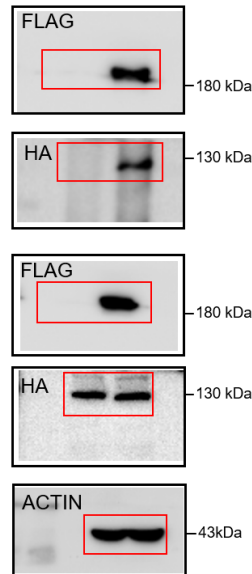

**Figure 2G**

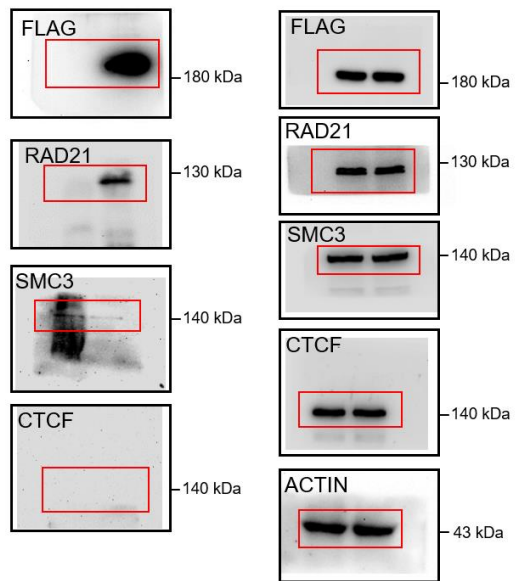

**Figure 2H**

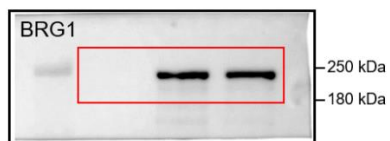

Figure 3A

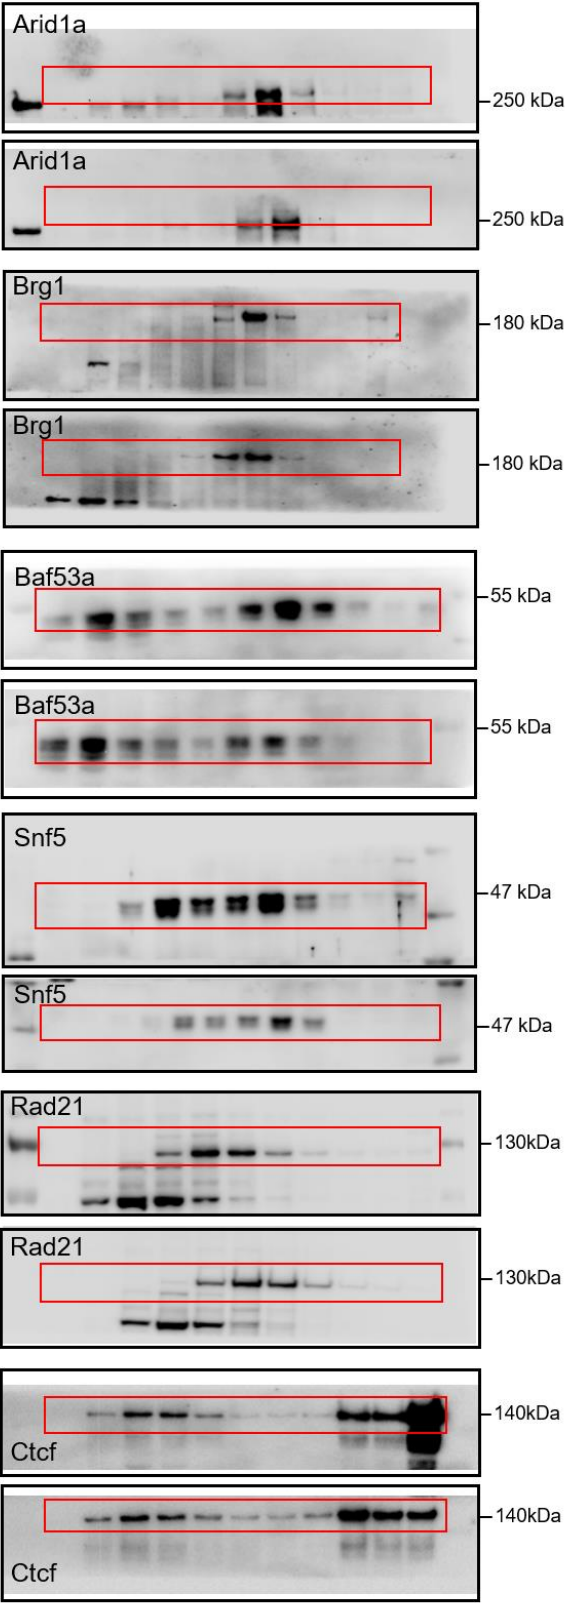

**Figure 3B**

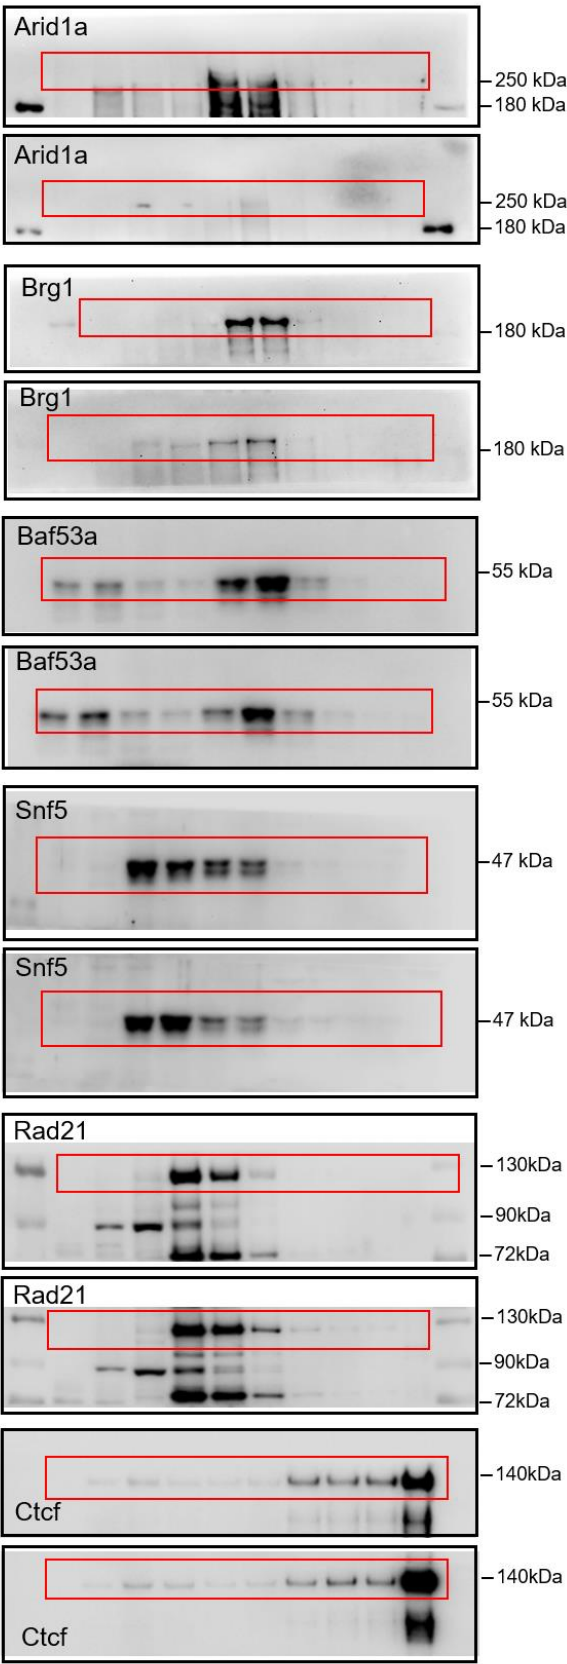

**Figure 3C**

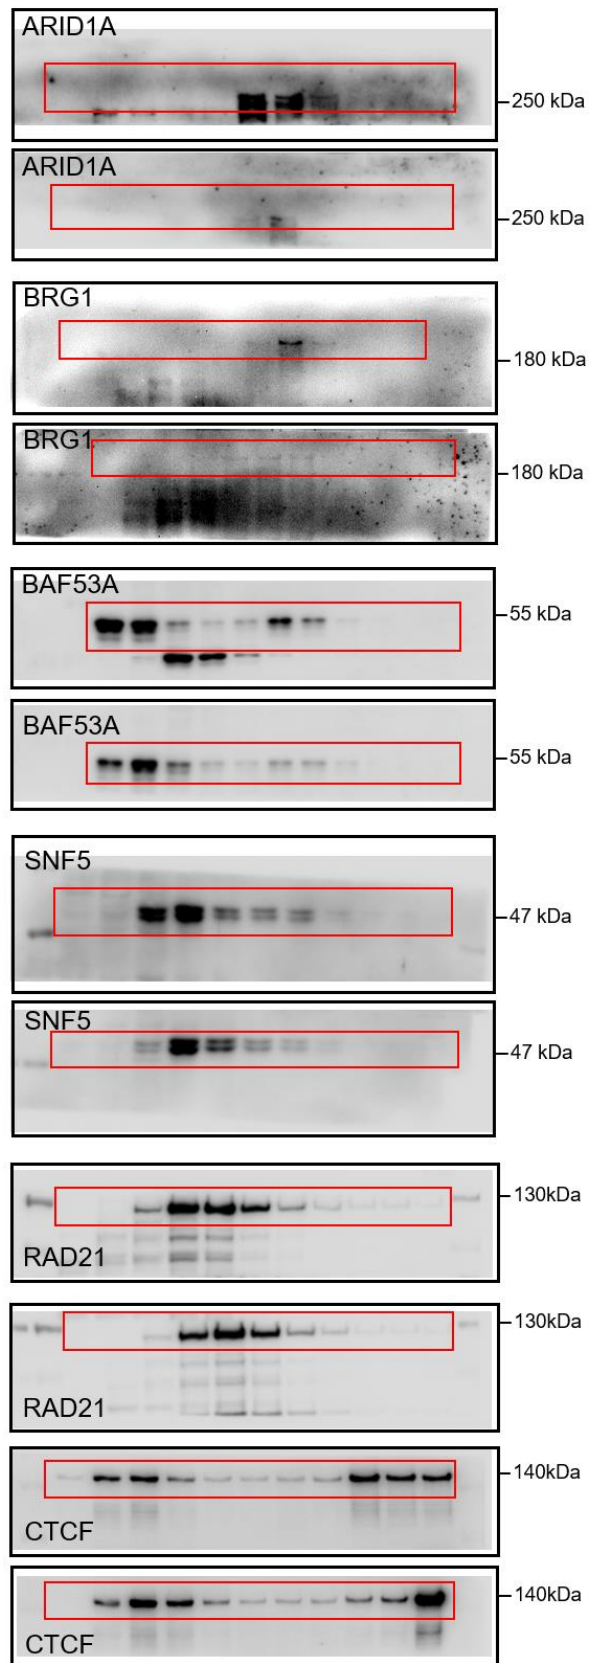

**Figure 3D**

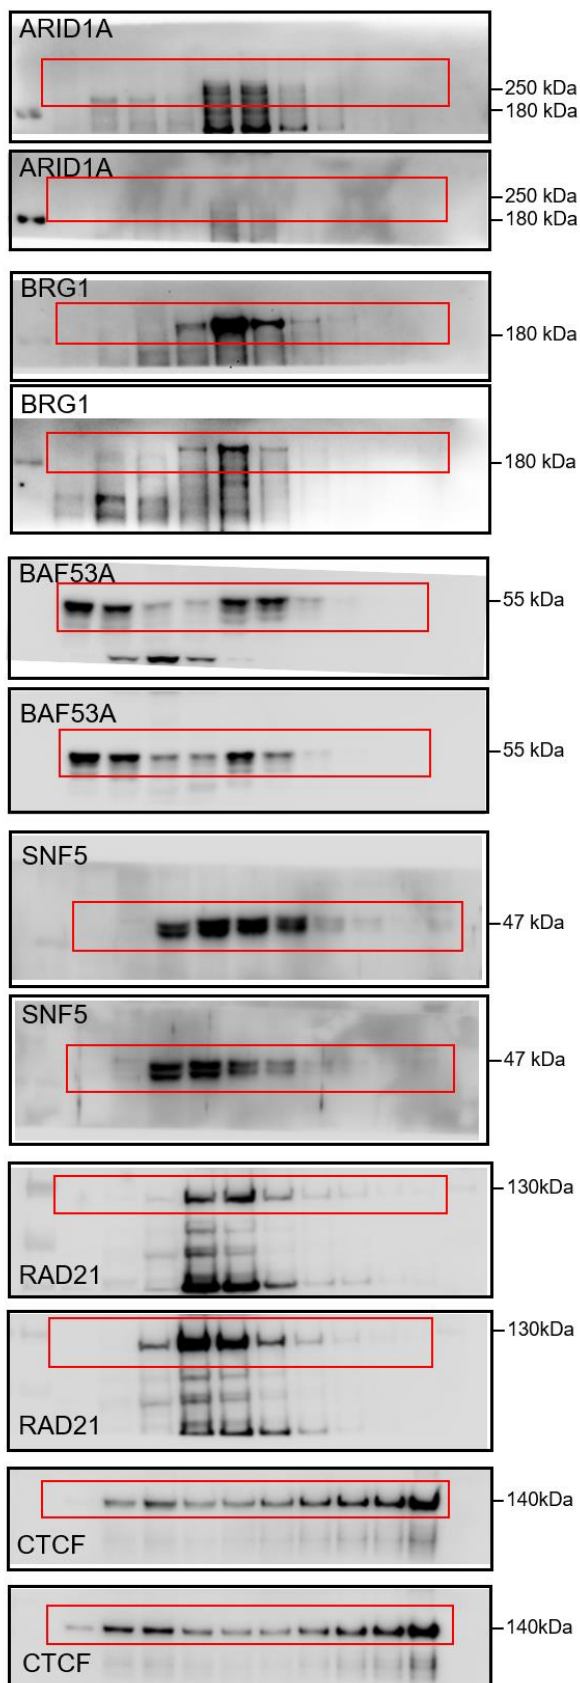

**Figure 3E**

**T7-ARID1A**

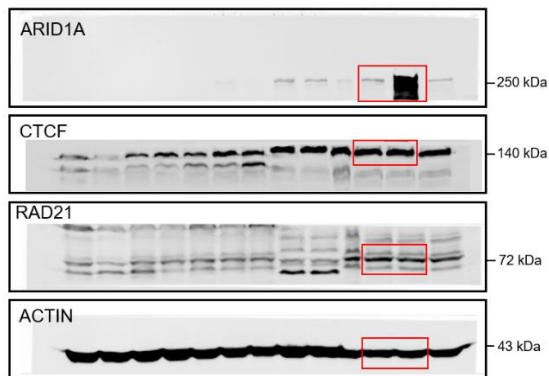

**CTCF-HA**

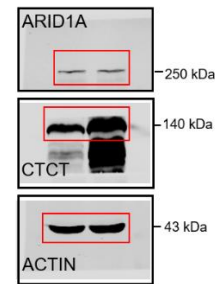

**HA-RAD21**

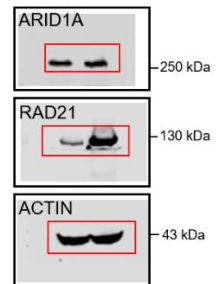

Figure 3F

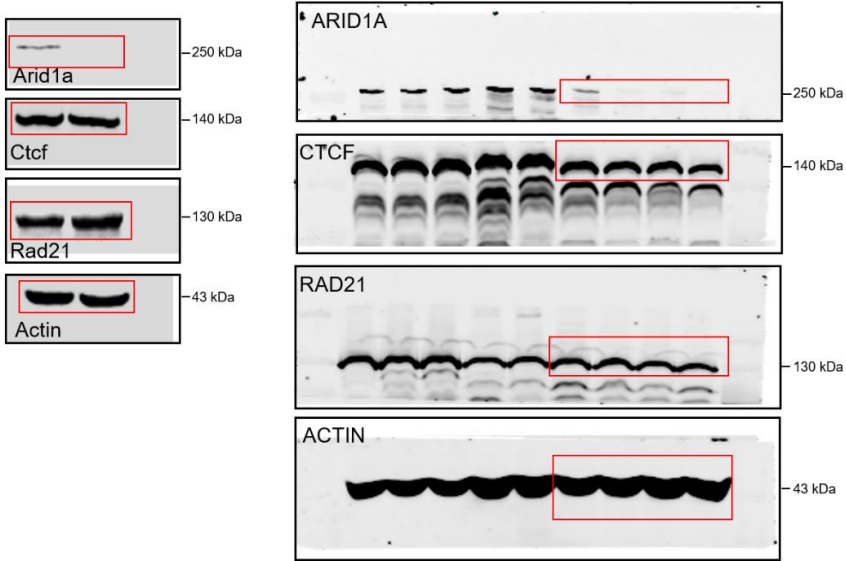

**Figure 6A**

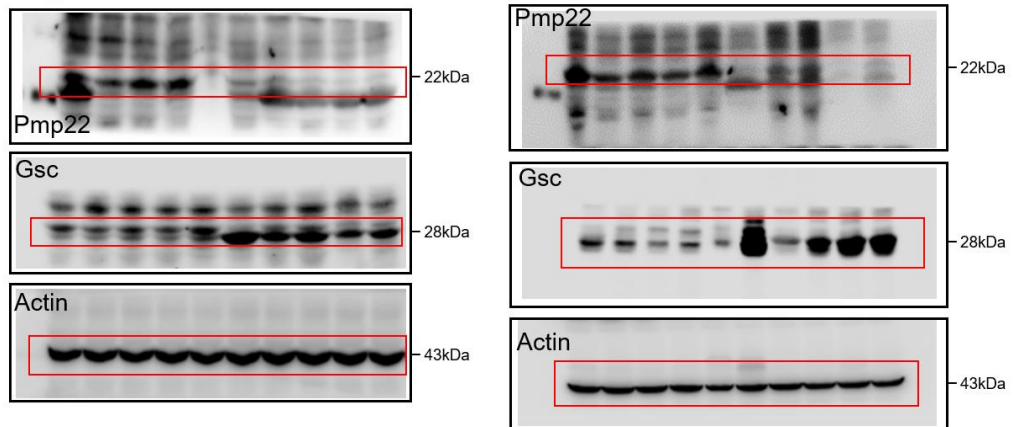

**Figure S5A**

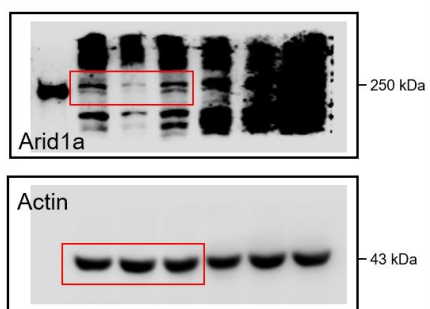

**Figure S5D**

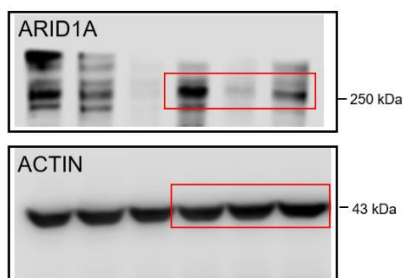

**Figure S6A**

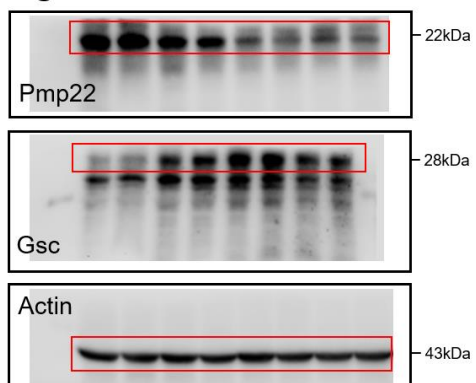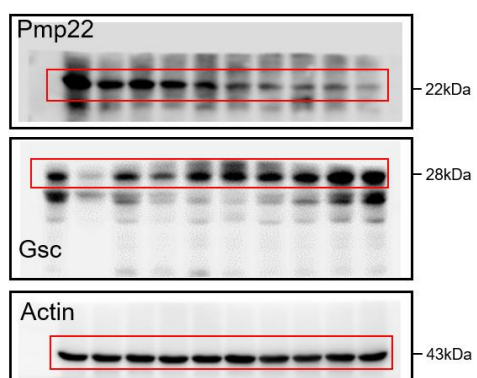

**Supplement:** Supplementary file 8 — Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

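RNA-seq libraries of AB17 hepatocytes were compared, 3 of Arid1a WT cells infected with Ad-GFP and 3 of Arid1a KO cells infected with Ad-Cre. The condition and replicate number of each library come from its label and from the paper's description of the cells. The pairing of libraries used in the fits with a replicate block comes from the replicate numbers that the labels of both groups share. The paper's text does not say that same-numbered libraries were infected or prepared together.

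The deposited table gives each gene's expression as a fraction, between 0 and 1 with 6 decimals, of the highest gene of the library. According to the paper's methods, the authors trimmed the reads with Trimmomatic, mapped them to mm10 with TopHat2 and counted and normalized them with Cufflinks. The gene annotation and the scaling to the highest gene are not described there. The authors' deposited table also holds a p-value, a ratio and a score for each gene. The methods name Cuffdiff for the comparison. The deposited p-value was recomputed here as a paired two-sided test of the 3 KO and 3 WT values on the linear scale, and the deposited ratio is the mean of the KO fractions over the mean of the WT fractions. The authors' score is -1, 0 or 1 for down-regulated, not called and up-regulated genes, and the rule of a p-value below 0.05 and a ratio above 2 or below its inverse gave the same score for 24388 of 24388 genes. In that rule, genes whose ratio is 0 or infinite stay uncalled. Averages and combined columns by the authors were not used, and 0 columns of single libraries were left unmatched to a sample. Hi-C, ChIP-seq, co-immunoprecipitation, qRT-PCR and animal data were not analysed here.

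All fractions were multiplied by 10000. The test had been planned for values such as FPKM, and on the deposited scale the minimum mean of 0.1 would have left 127 genes. The factor was chosen after seeing the table, and it brings the average sum of a library to 991847. The main comparison used limma 3.58.1 in R 4.3.3 with a variance trend on the log2 of the value plus 0.1, for the 16292 genes with a mean of at least 0.1 over the 6 libraries, with no replicate block. In the main comparison and with the replicate block, limma found no spread of the variances beyond the trend. All genes of a given mean value therefore share 1 variance in each of these fits, and their p-values do not rest on the spread of the single gene. Adjusted p-values are by Benjamini-Hochberg. Calls at the paper's thresholds used an unadjusted p below 0.05 and a fold change above 2. Gene sets were tested with limma's camera test at an inter-gene correlation of 0.01, with the p adjusted by Benjamini-Hochberg over the 3 gene lists tested, an adjustment chosen after the results were seen, and their median was placed among 10000 random gene lists drawn within 20 bins of mean expression. Single genes were also compared by an exact permutation test, for which 3 libraries against 3 allow no two-sided p under 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.

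Gene positions were matched by symbol to GENCODE M21 on GRCm38. Of the 24388 genes, 23331 matched 1 annotated gene, 42 matched more than 1 and 1015 matched none, and the genes without a position have no compartment class. Compartment classes come from Tables S3.1 and S3.2. Their coordinates were multiplied by 10, since this gives the 500 kb bins of the paper. On all 20 chromosomes in the tables, the share of A bins then followed the number of expressed genes per bin more closely than with any offset of up to 14 bins. The membership of the enriched terms comes from Table S4.1.

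The values carry no counts, so the number of reads behind a value is unknown and no interval from counting could be given. The 6 libraries limit the precision. On simulated values with the libraries' own shifts and spread, 200 of 16061 genes were changed by a log2 fold change of 2. At the paper's thresholds 86.0% of the changed genes and 1.30% of the unchanged genes were called, and 0% of the changed genes had an adjusted p below 0.05, as did 12 unchanged genes. All adjusted calls as deposited were thus false in this simulation. With sum scaling these shares were 97.5%, 4.20% and 53.0%, over 15823 genes, with 43 unchanged genes. With the replicate block they were 98.0%, 3.33% and 58.5%, with 16 unchanged genes. Under quantile normalization they were 96%, 2.45% and 60.5%, with 7 unchanged genes. A simulated shift of -0.5 in A to B genes was recovered as -0.49 over 316 genes.

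The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a minimum mean of 1, quantile normalization, median centring, no variance trend, no moderation of the variance, the replicate block, each replicate number and each library left out in turn, genes with their whole body in 1 class, and the authors' deposited fold change and p-value. Sum scaling, which brings each library to a sum of 1000000, its combination with the replicate block, and the authors' rule on sum-scaled values were added after the table had been seen. Fits under pseudocounts, filters, scalings and the block had been looked at before these additions were written down. The gene lists for histones and matrix proteins were also added then. The genes named in the text are those of Fig. 4D and Fig. 4E, 8 SWI/SNF, cohesin and CTCF genes, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, a mean of at least 1 in the higher group and the same direction in all 3 same-numbered pairs. Other genes are named as chosen after their values were seen. Enrichment analyses were not rerun, since the term membership of all genes was not used here.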

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

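In this part, the tests of gene length and of the scaling behind the number of calls were chosen after their results were seen, as was the wider pool of genes used for the length test.

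Snhg9, a non-coding antisense gene on chromosome 17 (24719531 to 24719965, minus strand, 435 bp), was listed at 0 in all 3 WT libraries. Its mean in KO cells was 54.3, with 62.9, 47.3 and 52.8 in KO replicates 1, 2 and 3. The paper does not report it, and the authors' deposited table leaves it uncalled because its ratio is infinite, with a deposited p of 0.00698. It drew attention as a signal outside the genes the paper discusses. No fold is given against a group at 0. In the table, 31 genes were listed at 0 in every library of 1 group, 25 in WT and 6 in KO cells, and stayed uncalled although their deposited p lies below 0.05. If reads shared with overlapping genes were behind such zeros, the overlapping share would be raised. It was 53.3%, against 54.0% of the tested genes outside this list (Fisher's exact test, two-sided p = 1). Most of the 31 genes lay below the minimum mean of 0.1 and were not tested, while all comparison genes reached it. The 2 shares are therefore not matched on expression. If short transcripts were behind them, their median exonic length would be low. At 2495 bp it lay at percentile 30.8 among 10000 matched lists of genes, over the 30 genes with an annotation. The genomic span, which includes introns and so cannot test this, lay at percentile 15.0. Neither test settles Snhg9 itself, which is short, with 183 bp of exons, and overlaps another gene. A technical source such as a failed estimate in the WT libraries could not be tested without reads, and the rise of Snhg9 cannot be told apart from it.

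Of the 422 genes with an adjusted p below 0.05 in limma, 387 are not called in the authors' deposited table. They drew attention as signals outside the genes the paper discusses. The real split of the libraries was the only 1 of the 4 splits that part all 3 same-numbered pairs to give as many genes with an adjusted p below 0.05. The other 3 gave at most 1 gene. A share under 0.25 is not possible with 4 splits, so the share by itself cannot exclude a grouping by chance and is no evidence for one. A candidate explanation for the small number of calls in the authors' table is the scaling to each library's highest gene. Their rule applied to sum-scaled values called 1184 genes, 3.87 times as many as deposited, and it kept 190 of the deposited calls. Of the 1752 calls of limma as deposited, 1677 were made in the same direction on sum-scaled values. Sum scaling moves the fold changes of nearly all genes alike, so this overlap is no independent test of the calls.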

How the results depend on the processing

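The histone difference was chosen after its result was seen, with all its alternatives, as were the alternatives named as added later. The main comparison and the other alternatives for the other results were set before the data were examined, apart from the factor of 10000.

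The difference of A to B genes from stable genes kept its sign and its side of the threshold in all 12 other settings, from -0.41 to -0.28. So did the higher down-regulated share in A to B bins, from 31.5 to 45.0 percentage points in 12 settings. The B to A difference stayed above 0 and not significant in 12 settings, from 0.03 to 0.09. The histone difference stayed above 0 in 11 settings, from 0.52 to 1.21, and the number of matrix, migration and adhesion genes past the thresholds stayed between 22 and 36 in 11. Median centring, the variance trend, the moderation and the replicate block cannot move these median differences, though they can move the share of calls, and sum scaling with or without the block hardly moves the medians. The ranges of the A to B, B to A and histone differences therefore come from the pseudocounts, the filters, quantile normalization and, for compartments, the whole-body classes. Median centring moved the median log2 fold change of all genes from 0.08 to 0.20, and directions of single genes under it are relative to that shift.

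Numbers of calls depended on the setting, and the cause was not tested except where named. With a pseudocount of 1, 509 genes were up-regulated and 4 candidates passed. With no filter on low values, 765 genes had an adjusted p below 0.05. With a minimum mean of 1, 425 were up-regulated, 205 had an adjusted p below 0.05 and 3 candidates passed, since 6 of the 9 were then not tested. Quantile normalization gave 1511 down-regulated genes and 1734 with an adjusted p below 0.05. Median centring gave 980 down-regulated and 2114 up-regulated genes, 1879 with an adjusted p below 0.05 and 16 candidates. Without moderation of the variance, 309 genes were down-regulated and 1 had an adjusted p below 0.05, against 1156 with an unadjusted p below 0.05. The replicate block, with a correlation of same-numbered libraries of 0.25, gave 1368 down-regulated and 1857 up-regulated genes, 2391 with an adjusted p below 0.05 and 16 candidates.

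Settings added after the values were seen gave further numbers. Sum scaling gave 1156 down-regulated and 1982 up-regulated genes, 1576 with an adjusted p below 0.05 and 18 candidates. Sum scaling with the block gave 1207, 2020, 2740 and 19. It also brought Arid1a past the unadjusted threshold in limma, at a log2 fold change of -0.55 (adjusted p = 0.128, and from 0.128 to 1 over the alternatives), lower in all 3 pairs on that scale and in 2 as deposited. The authors' deposited fold change and p-value gave 183 down-regulated and 123 up-regulated genes and 23 candidates. This setting had been set before the data were examined for the numbers of genes, but not for the candidates. Their rule on sum-scaled values gave 355 down-regulated and 829 up-regulated genes and 15 candidates.

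Across the 9 fits that left out a replicate number or a library, the log2 fold change of Arid1a ran from -1.16 to -0.30. Down-regulated genes ran from 273 to 964, up-regulated genes from 361 to 2032 and genes with an adjusted p below 0.05 from 3 to 834. Candidates past the thresholds ran from 3 to 10 and term genes from 11 to 34. The A to B difference ran from -0.43 to -0.32, the B to A difference from 0.02 to 0.09, the down-regulated share from 33.0 to 57.9 percentage points and the histone difference from 0.87 to 1.30.

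For the 37 tested genes of Fig. 4D, of the SWI/SNF, cohesin and CTCF group and of the largest rises and falls, 726 values were compared. Of these, 17 changed sign, each in a fit that left libraries out, and the cause was not tested. Timp3, Bmper, Col5a2, Fn1, Hist1h4a and Hist1h2bj were not among the 37 genes. Across the same 9 fits the log2 fold change ran from -0.42 to 0.70 for Smarca4, from -0.57 to 0.49 for Arid1b, from -0.73 to 0.15 for Smarcc2 and from -0.79 to 0.19 for Smarcb1. It ran from -0.85 to 0.23 for Ctcf, from -0.74 to 0.22 for Rad21 and from -0.0824 to 0.94 for Smc3. Of the other values, 635 kept their side of the thresholds, 50 newly passed them and 24 no longer did.

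The planned test on counts was not run because the values carry no counts. Without counts the depth is unknown, which limits all genes with values near 0, such as Cdh5 and Hoxd11.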

Differences from the paper's values

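No test in this part was chosen after its result was seen, and settings added later are named as such.

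The paper reports 183 down-regulated genes, and limma called 603. Of 19 alternatives set before the data were examined, the authors' deposited fold change and p-value gave the paper's 183 and the fit without replicate 1 gave 273, within 1.5 times, and the others did not. The paper reports 123 up-regulated genes, and limma called 1149. The authors' deposited table gave the paper's 123, and none of the other 18 alternatives came within 1.5 times of it.

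The paper identifies 23 candidates, and 9 of them passed the thresholds in limma. Median centring and the replicate block, both set before the data were examined, gave 16 each, within 1.5 times, and the other 16 of the 18 alternatives did not. Chosen after the values were seen, sum scaling gave 18, sum scaling with the block 19 and the authors' deposited table 23.

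Down-regulated genes in A to B compartments number about 9 in Fig. 4D, read by eye, and 36 were found here. Up-regulated genes there number about 2 in Fig. 4D, read by eye, against 13. The authors' deposited calls with the classes used here gave 9 and 3, within 1.5 times of both, and the other 19 of the 20 alternatives set before the data were examined did not. Down-regulated genes in B to A compartments number about 3 in Fig. 4D, read by eye, against 42 here, and up-regulated genes about 14 in Fig. 4D, read by eye, against 88. None of the 20 alternatives closed either gap, and the authors' deposited calls gave 9 and 7. Genes in B to A compartments number about 770 in Fig. 4D, read by eye, against 1674 by transcription start. With only genes whose whole body lies in 1 class there were 1553, which is still more than 1.5 times the number in the figure.

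The paper has more down-regulated than up-regulated genes, and limma called more up-regulated genes. More down-regulated than up-regulated genes were called with quantile normalization (1511 against 1282), with a minimum mean of 1 (511 against 425), without KO replicate 2 (964 against 686) and in the authors' deposited table. Candidates the paper calls and limma does not were called in other settings. The replicate block called Atg10, Ccdc90b, Kcnt2, Plcb4, Ngly1, Msn and Ocln. Quantile normalization called Atg10, Kcnt2, Plcb4, Ngly1 and Msn, and median centring called Kcnt2, Plcb4, Msn, Chst10, Slitrk5, Ocln and Ldhal6b. Without moderation Atg10, Plcb4, Hoxd11 and Ldhal6b were called, and without the variance trend Kcnt2. A pseudocount of 0.01 called Hoxd11, and no filter on low values called Clec2e and Hoxd11. Kcnt2 and Msn were called without replicate 2 and without KO replicate 2, and Ocln without KO replicate 3. Chosen after the values were seen, sum scaling alone and with the block called Atg10, Ccdc90b, Kcnt2, Plcb4, Ngly1, Msn, Chst10, Ocln and Hoxd11, and with the block also Ldhal6b. Cdh5 and Bcl2l14 passed in no limma fit. The paper places all 23 candidates in switched compartments, and in Tables S3.1 and S3.2, read with coordinates times 10, 5 had their transcription start in the class of Fig. 4D.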

Other observations

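In this part, the splits of the libraries, the exchanges of pairs under the authors' rule, the correlation of same-numbered libraries after sum scaling and the class of candidates over the gene body were set before their results were seen. All other tests were chosen after the result was seen, among them the exclusion of predicted genes named Gm from the gene families.

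The 6 libraries can be split into 2 groups of 3 in 10 ways, and 4 of these part all 3 same-numbered pairs. For each of the 9 results of fits across genes, 1 of the 4 splits, the real one, gave a result as large. These are the numbers of down-regulated genes, up-regulated genes, genes with an adjusted p below 0.05, candidates and term genes, the differences of A to B, B to A and histone genes, and the down-regulated share. The other 3 splits gave at most 44 down-regulated and 277 up-regulated genes, 1 candidate and 3 term genes. The other 3 splits gave at most 1 gene with an adjusted p below 0.05, against 422. With 4 splits the share cannot go below 0.25 whatever the values, so the share itself decides nothing for or against a grouping by chance. The other 6 splits part 1 pair each and so set whole replicates against each other. They gave up to 1577 down-regulated and 6268 up-regulated genes, but at most 32 with an adjusted p below 0.05. In 2 of them the histone difference was larger than the real 0.90, at 1.22 and 0.92, and in 1 the down-regulated share differed by 46.9 percentage points, against the real 41.2 (Fisher's exact test, two-sided p = 0.00717 against 1.26e-06). These splits set replicates against each other, while the real split is balanced over the replicate numbers, and the other 3 balanced splits gave a histone difference of at most 0.46. After sum scaling, the 6 splits that part 1 pair gave at most 646 down-regulated and 337 up-regulated genes, and the other 3 balanced splits at most 51 and 138.

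The library medians on the log2 scale spanned 1.86, and 0.58 after sum scaling, so scaling to the highest gene is a candidate explanation for most of this range. The correlation of same-numbered libraries was 0.24 after it, against 0.25 as deposited. A shift of all log2 values of a library barely moves a correlation across genes, so this value could not have shown the scaling as a source of the pairing. Arid1a in the library labelled KO replicate 2 lay above every WT library as deposited. After sum scaling it was 53.45 of 1000000, just under the 53.53 of WT replicate 1, so the scaling may account for its place above the WT libraries but leaves it level with WT. The other KO libraries held 26.2 and 48.0. If that library held mostly cells that kept Arid1a, it would lie nearer to the WT libraries for other genes too. Of 249 genes with an adjusted p below 0.05 in limma without KO replicate 2, it was nearer to the other KO libraries for 231, or 92.8%, which argues against that. A smaller share of such cells was not tested.

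The authors' rule called 183 and 123 genes. With WT and KO exchanged in pair 1, 2 or 3 the same rule called 47, 50 or 31 genes, so 1 of the 4 assignments, the real one, gave as many. Adjusted by Benjamini-Hochberg, the smallest deposited p would be 0.618. On sum-scaled values the rule called 1184 genes, so the scaling to the highest gene may have lowered the number of calls. Up-regulated genes outnumbered down-regulated genes in limma, and with a minimum mean of 1 they did not, at 425 against 511. Low values are thus a candidate explanation for that excess. The median mean value of the authors' calls was 12.9 for down-regulated and 0.472 for up-regulated genes.

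Most candidates lay outside the class of Fig. 4D in Tables S3.1 and S3.2, and 3 explanations were tested. If the bins were shifted along the chromosome, another offset would fit the expressed genes better, but the unmoved bins gave the highest correlation on 20 of 20 chromosomes. If the class were taken anywhere in the gene, 8 of the 23 candidates would touch it, and if a neighbouring bin counted, 10 would. Neither reaches most candidates, and the mismatch remains unexplained. Of the genes Table S4.3 lists as stable, 183 of 225 in stable A and 35 of 42 in stable B were found in the same class. No biological explanation was tested.

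Matrix genes tended to be lower as a family. Over 62 genes with symbols of collagens, laminins, fibronectin, fibrillins, fibulins, Timp and thrombospondins, the median log2 fold change lay at -1.22 relative to other genes. It was at percentile 0 among 10000 matched lists, and at -1.30 with quantile normalization. The list includes 4 genes of the enriched terms. Over the other 58 genes the median lay at -1.10, again at percentile 0, and 43 of them were lower in KO cells. A shift of all log2 values of a library cannot move a relative median, so this test could not have shown the scaling as the cause. That the loss of Arid1a lowers matrix genes more widely is therefore a hypothesis, found and examined in the same 6 libraries.

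Histone families differed in direction. The median log2 fold change was 2.65 for 11 Hist1h4 genes, 1.69 for 9 Hist1h3 genes, 0.97 for 15 Hist1h2b genes and 0.95 for 14 Hist1h2a genes, and -0.44 for 5 Hist1h1 genes. Each family kept its sign under quantile normalization. Median centring shifts all families alike, and neither it nor sum scaling was able to test the sign of medians of this size. The difference between families was not tested.

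Genes of the Hist1h2a family were low in both replicate 3 libraries. Their median over 12 genes was 0.844 of 1000000 in WT replicate 3 and 2.57 in KO replicate 3, against 37.4 to 71.1 in the other 4 libraries, and both were lowest in 10 of the 12. Over 12986 genes, 14 had both same-numbered libraries at least 8-fold away from the other 4, 10 of them in replicate 3, and 0 had a crossed pair that far away, over 6 crossed pairs. This is in line with a difference between library or processing batches that follows the replicate numbers. Of the 10 genes, 70.0% belong to a family on the same chromosome, so reads shared between paralogs are a second candidate explanation. The tests do not separate the 2 explanations. The condition does not separate these libraries, and no biological explanation was tested.

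The RNA-seq values of other SWI/SNF, cohesin and CTCF genes belong to no claim on RNA-seq. Smarca4, which encodes Brg1, had 82.8 ± 64.5 in WT and 86.7 ± 59.4 in KO cells (SD, n = 3 each), a log2 fold change of 0.10 (limma, adjusted p = 0.9999, and 0.906 with the block), higher in 1 of 3 pairs. Ctcf had 53.8 ± 27.6 and 51.6 ± 41.1, a log2 fold change of -0.23, and Rad21 had a log2 fold change of -0.22. The log2 fold change was -0.27 for Smarcc2, -0.38 for Smarcb1, 0.59 for Actl6a, 0.48 for Smc3 and 0.04 for Arid1b. Each of these genes had an adjusted p of 0.9999 in limma, and with the block from 0.315 to 0.971. Across the alternatives the adjusted p of Actl6a ran from 0.0496 to 1.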
